# Network analysis of skin tumor progression identifies a rewired genetic architecture affecting inflammation and tumor susceptibility

**DOI:** 10.1186/gb-2011-12-1-r5

**Published:** 2011-01-18

**Authors:** David A Quigley, Minh D To, Il Jin Kim, Kevin K Lin, Donna G Albertson, Jonas Sjolund, Jesús Pérez-Losada, Allan Balmain

## Abstract

**Background:**

Germline polymorphisms can influence gene expression networks in normal mammalian tissues and can affect disease susceptibility. We and others have shown that analysis of this genetic architecture can identify single genes and whole pathways that influence complex traits, including inflammation and cancer susceptibility. Whether germline variants affect gene expression in tumors that have undergone somatic alterations, and the extent to which these variants influence tumor progression, is unknown.

**Results:**

Using an integrated linkage and genomic analysis of a mouse model of skin cancer that produces both benign tumors and malignant carcinomas, we document major changes in germline control of gene expression during skin tumor development resulting from cell selection, somatic genetic events, and changes in the tumor microenvironment. The number of significant expression quantitative trait loci (eQTL) is progressively reduced in benign and malignant skin tumors when compared to normal skin. However, novel tumor-specific eQTL are detected for several genes associated with tumor susceptibility, including IL18 (*Il18*), Granzyme E (*Gzme*), Sprouty homolog 2 (*Spry2*), and Mitogen-activated protein kinase kinase 4 (*Map2k4*).

**Conclusions:**

We conclude that the genetic architecture is substantially altered in tumors, and that eQTL analysis of tumors can identify host factors that influence the tumor microenvironment, mitogen-activated protein (MAP) kinase signaling, and cancer susceptibility.

## Background

Common genetic variants have been shown to affect many complex traits, including cancer susceptibility [1]. However, factors responsible for most of the expected heritable risk of cancer development have not yet been identified. Finding these alleles and isolating the causal polymorphisms is challenging because the heritable component of susceptibility is influenced by many alleles exerting modest effects that may be pleiotropic, epistatic, or context-dependent [2,3]. Mouse models of cancer using inbred strains of a defined genetic background do not recapitulate the genetic heterogeneity inherent in human populations. However, genetically heterogeneous mouse crosses permit analysis of the combinatorial effects of host genetic background and somatic events during tumor evolution, and these crosses have been used to identify polymorphisms that influence tumor susceptibility and progression [4-7]. Analysis of the genetic architecture of gene expression in normal skin from a *Mus spretus*/*Mus musculus *backcross ([SPRET/Ei X FVB/N] X FVB/N, hereafter FVBBX) identified expression quantitative trait loci (eQTL) that influence both structural and functional phenotypes, including hair follicle development, inflammation and tumor susceptibility [8]. A systematic analysis of germline influence on gene expression in benign and malignant skin tumors could identify novel alleles that influence tumorigenesis but are undetectable by analysis of normal tissue. Here we demonstrate that somatic alterations during tumor progression reduce the detectable influence of germline polymorphisms, but alleles that are not relevant in normal tissue are found to influence innate immune responses to skin tumors and are associated with tumor susceptibility.

## Results

### Germline control of gene expression is altered in tumors

Skin tumors were induced on a cohort of 71 FVBBX mice by treatment of dorsal back skin with dimethyl benzanthracene (DMBA) and tetradecanoyl-phorbol acetate (TPA) (see experimental design in Figure S1 of Additional file 1). This treatment induced multiple benign papillomas as well as malignant carcinomas. 

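The benign skin tumors analysed here came from 37 FVBBX mice, a backcross of the wild-derived strain SPRET/Ei onto FVB/N. Each papilloma was hybridized to its own Affymetrix mouse expression array, which gave 68 arrays, 62 of them from the 31 mice with 2 papillomas. At 20 weeks of treatment 12 mice (22 arrays) carried 9 to 35 papillomas and form the susceptible class, and 6 mice (11 arrays) carried 0 or 1 and form the resistant class. The other 19 mice (35 arrays) carried 2 to 7 and are called intermediate. FVB/N is albino, so in this cross an agouti coat marks a SPRET/Ei allele at the pigment gene Tyr on chromosome 7. The coat was agouti in 5 of the 6 resistant mice, 4 of the 12 susceptible mice and 8 of the 19 intermediate mice.

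The authors' values are RMA values on the log2 scale for 45101 probesets, already background-corrected, normalized across arrays and summarized per probeset. The medians of the 68 arrays lay between 5.18 and 5.28, and a level below them carries little signal over background. The tests below used the 21581 probesets (12605 genes) that have a single gene symbol and lie above their array's own median in at least 11 arrays. The 2 papillomas of a mouse share its genome and its tumor count, so their log2 values were averaged and n counts mice unless arrays are named. Fold changes and the gene calls depend on that choice, on the filter and on the start cohort of the mice, of which there were 7. The X-linked transcript Xist, the Y-linked gene Eif2s3y or both went against the sex label in 8 arrays of 6 mice, 1 susceptible, 1 resistant and 4 intermediate. In 4 of these arrays both were high, so only 1 of the genes went against the label there. High means above 8 for Xist and above 6 for Eif2s3y on the log2 scale. Whether samples were exchanged or tissue was mixed cannot be decided from these values. With an exchange, the class and coat labels of these arrays would be in doubt too. The number of mice limits the precision, which is given as the standard deviation between mice or the standard error of a difference.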

Gene expression analysis was performed on mRNA extracted from 68 of these papillomas: two papillomas from each of 31 FVBBX mice and a single papilloma from six additional FVBBX mice. Gene expression and DNA copy number analysis was performed on 60 carcinomas that developed on these animals. A second cohort of 28 FVBBX animals (the 'confirmation' cohort) was subsequently generated and treated with the same carcinogenesis protocol as the first set of mice in order to confirm gene expression and eQTL results from the discovery cohort.

Germline polymorphisms have been shown to influence gene expression in tissues from model organisms and humans [8-13], but it is not clear how this influence is altered during tumor progression. If the germline plays no significant role in tumor gene expression, we would expect papilloma gene expression profiles from the same host to cluster near each other only by chance. Hierarchical clustering of gene expression profiles from papillomas demonstrated that tumors from the same mouse are most similar to each other in 19 of the 31 papilloma pairs (Figure 1a). 

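Papillomas of one mouse lay close together in expression. Over the 21581 tested probesets, 40 of the 62 paired papillomas had the other papilloma of their own mouse as nearest neighbor by Euclidean distance, and in 16 of the 31 pairs each was the nearest of the other. In a tree by average or complete linkage, closer to the clustering that the paper describes, 21 of the 31 pairs (42 papillomas) were joined directly. With the mouse labels shuffled, no more than 9 papillomas and 4 pairs reached this (one-sided permutation p = 0.0001, the smallest that 10000 permutations can give when the real labels are counted among them). The median distance was 59.2 between papillomas of one mouse and 87.8 between papillomas of different mice. Of the 1860 distances between different mice, 1.99% were below 59.2. Different mice killed on the same day were 85.5 apart and those sharing a cage 82.0 apart at the median. The mutually nearest pairs were 10 of 16 in intermediate mice, 6 of 10 in susceptible mice and 0 of 5 in resistant mice (Fisher's exact test of resistant against the other mice, two-sided p = 0.0177). In resistant mice 7, 34 and 37, 1 papilloma of the pair still had the other as nearest neighbor, and in mice 10 and 32 neither did. The median distance within resistant pairs, 75.0, lay below the 87.8 between different mice. Of the 5 resistant pairs 2 differed widely in RNA quality: the log2 ratio of 3' to 5' signal for Actb was -0.27 and 1.71 in mouse 37 and -0.24 and 0.59 in mouse 32, the largest gap and the third largest of the 31 pairs. With these control ratios removed 0 of 5 and 15 of 26 pairs were mutually nearest (Fisher's exact test, p = 0.0434).

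**Figure D1:**
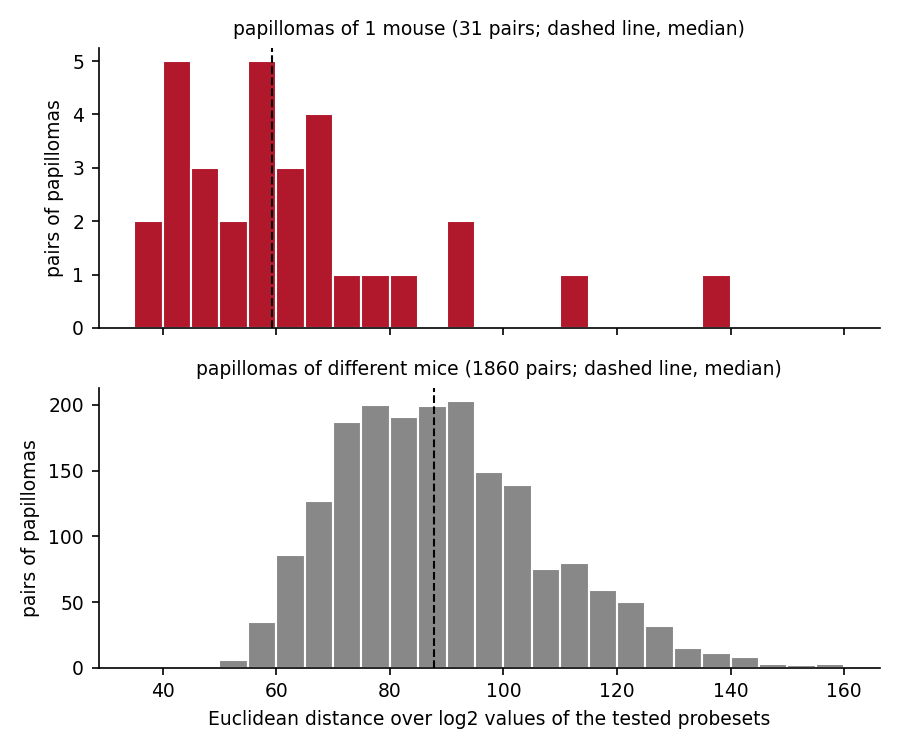
Histograms of the Euclidean distance over log2 values of the tested probesets, for the 31 pairs of papillomas from one mouse (top) and the 1860 pairs from different mice (bottom). Bars count pairs of papillomas and the dashed lines mark the medians, 59.2 and 87.8.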

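The similarity within a mouse was spread over most of the probesets that passed the filter on low values. The intraclass correlation, the share of a probeset's variance that lies between mice, differed from 0 at an adjusted p under 0.05 for 15312 of the 21581 probesets (71.0%, F test with 30 and 31 degrees of freedom, Benjamini-Hochberg), with a median of 0.435. With no filter 16789 of 34945 passed (48%), and without mice of doubtful sex label 12562 of the 21581 (58.2%). In 99 random re-pairings of the 62 arrays the count reached 49 at most. With genes that differ by sex set aside, Pdxdc1 was highest at 0.974, followed by Mndal, an interferon-inducible gene, at 0.972 and Baiap2l1, an actin regulator, at 0.953. Rpn1, a subunit of the enzyme that attaches glycans to new proteins, reached 0.949, and Atp5a1, the alpha subunit of ATP synthase, 0.943. Mrpl35, Uso1, Rchy1, Cwc22, 2610005L07Rik, Meg3, Mzt2, Wdfy3, Slc35a4 and Elp2 lay between 0.929 and 0.945. All other probesets of Pdxdc1, Mndal, Baiap2l1, Rpn1 and Atp5a1 passed the test too. Of the 8 other probesets of the imprinted noncoding RNA Meg3 4 did, and the 1 other of Wdfy3 did not. For Mrpl35 1 of 2 others passed, and for 2610005L07Rik 5 of 6.

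Gene lists were compared with all tested probesets by resampling the 31 mice 2000 times, which keeps the correlation between genes. All 30 keratin-associated protein genes of the hair shaft passed, with a median of 0.544, which is 0.109 above that of all tested probesets (95% interval -0.190 to 0.334), and all 18 hair keratin genes passed with a median of 0.514 (difference 0.0786, interval -0.191 to 0.290). Of 25 genes of mitosis 8 passed (2 adjusted over the list alone), with a median of 0.262 (difference -0.173, interval -0.426 to 0.0908). Of 31 genes of the cornified barrier 17 passed (14 adjusted over the list alone), with a median of 0.343 (difference -0.0923, interval -0.348 to 0.219). The intervals of these 4 lists include 0, so a difference from the other probesets was not detected. Of the 27 lists 2 had an interval that excluded 0, with no adjustment for their number: heat shock genes (difference 0.131, interval 0.0335 to 0.238) and Y-linked genes (interval 0.439 to 0.644). The paper reasons that, with no part played by the germline, papillomas of the same host would lie together only by chance.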

The highly significant similarity of gene expression from same-host papillomas suggested that germline polymorphisms affect constitutive levels of gene expression in benign tumors (*P *< 0.00001 by permutation; see Materials and methods). The contribution of genetic background to the benign and malignant tumor gene expression profiles was quantified by eQTL analysis. Our previous study of normal skin from the same animals identified almost 8,000 candidate eQTL at ≤10% false discovery rate (FDR). We identified 3,408 candidate eQTL in the 68 papillomas and 912 candidate eQTL in the 60 carcinomas significant at ≤10% FDR (Figure 1b; carcinoma eQTL listed in Table S1 in Additional file 1). At ≤5% FDR we identified 2,175 and 674 candidate eQTL in papillomas and carcinomas, respectively; increasing statistical stringency reduced the number of candidate eQTL but did not change the subsequent results qualitatively, and we report eQTL significant at the 10% FDR level.

**Figure 1:**
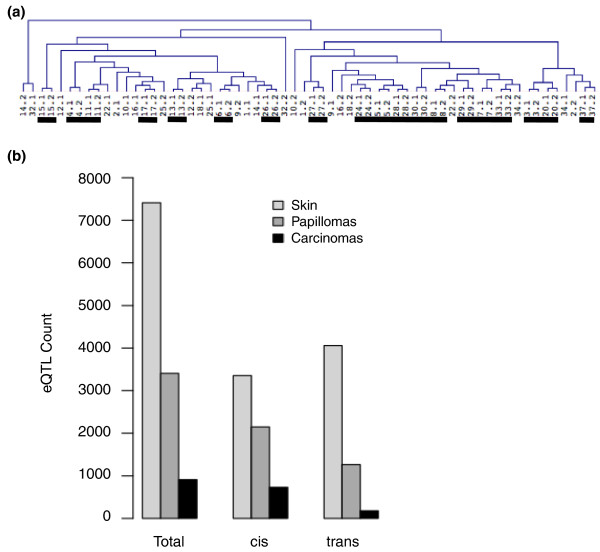
**The influence of germline polymorphisms on gene expression is present but reduced in tumors**. **(a) **Hierarchical clustering of total gene expression from papilloma pairs indicates that germline polymorphisms continue to exert a major effect on gene expression at the benign tumor stage. Bars indicate when both papillomas in a pair are most similar to each other. **(b) **Counts of total, *cis*-, and *trans- *eQTL in skin, papillomas, and carcinomas, showing that overall germline control of gene expression is strongly reduced, particularly for *trans*-eQTL, in malignant carcinomas.

The striking reduction in eQTL detected in tumors, particularly in malignant carcinomas, prompted us to investigate reasons why fewer genes are significantly influenced by germline polymorphisms in carcinomas than in normal skin. Of the 7,414 genes with significant eQTL in skin, only 237 are not expressed in tumors, so complete absence of gene expression explains only about 3% of the decrease. EQTLs affecting genes that did not undergo drastic changes (more than two standard deviations from the mean fold-change) in their expression levels were more likely to be conserved between skin and carcinomas (*P *< 7.4e-06, Fisher exact test). Conserved eQTL had significantly stronger statistical significance in normal skin than non-conserved eQTL (*P *< 1e-16, Wilcoxon signed rank test). In normal skin we identified eQTL acting in *cis *(where the locus is physically proximal to the gene it affects) and in *trans *(where the locus is distant from or on another chromosome from the gene it affects) with approximately equal frequencies. The most statistically significant eQTL in skin acted overwhelmingly in *cis*. The *cis*/*trans *proportion detected in tails was 0.8/1, while in papillomas it was approximately 1.5/1, and in carcinomas it was approximately 5.75/1 (exact counts are listed in Table S2 in Additional file 1). We conclude that only very strong eQTL effects carry through from normal skin to affect the malignant carcinomas, and weaker *trans*-acting effects are rarely conserved.

### Somatic events alter the genetic architecture of gene expression in tumors

Changes in the wiring of signaling pathways through epigenetic or genetic alterations may alter the influence of germline polymorphisms on gene expression in transformed cells. We used array comparative genomic hybridization (aCGH) analysis to quantify alterations in tumor DNA copy number. Tumors showed widespread genomic instability (Figure 2a). The most frequent target of large-scale amplification in FVBBX carcinomas was distal chromosome 7, which showed copy number gains in 45% (27 of 60) of carcinomas. Chromosome seven had a markedly smaller percentage of eQTL conserved between skin and carcinomas (2.2%) than other autosomal chromosomes (mean 10%, range 2.2% to -15%; Figure 2b). We identified a significant correlation between amplification of the most distal probe on chromosome 7 and fold-change increases of several genes located near the probe, including *Ccnd1 *(encoding Cyclin D1; *P *= 3.0e-6, mean 10.5-fold up-regulation; Figure 2c). Cyclin D1 amplification or overexpression is an early event in numerous human tumors, and targeted over-expression of *Ccnd1 *drives several mouse models of carcinogenesis [14-16]. Although *Ccnd1 *had a significant *cis*-eQTL in skin (uncorrected *P *= 0.0001, permutation *P = *0.009, *q *< 0.015), this *cis*-eQTL was not detected in papillomas or carcinomas.

**Figure 2:**
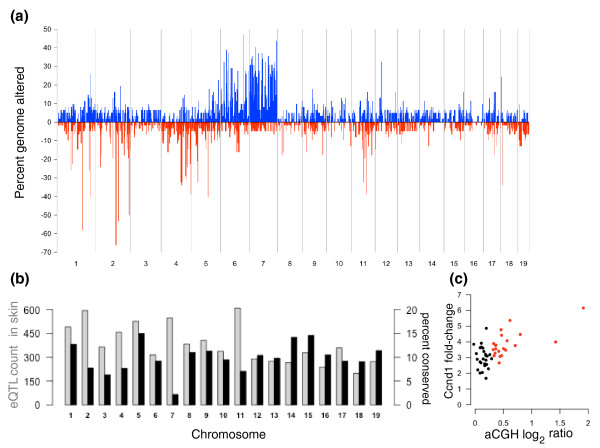
**DNA copy number changes reduce germline influence**. **(a) **Percentage of carcinomas with alterations across the mouse genome; amplifications (blue) plotted above zero, deletions (red) below zero. Chromosome 7 is most frequently amplified. **(b) **Counts of eQTL in skin on autosomal chromosomes (grey bars) compared to percentage of those eQTL conserved in carcinomas (black bars). Left-side scale indicates eQTL counts, right-side scale indicates conservation percentage. Conservation percentage is lowest on chromosome 7. **(c) **Amplification of aCGH probe MouseArray1M2_K17, at chromosome 7, 144.5 Mb, is significantly associated with increased expression of Cyclin D1 in carcinomas compared to matched normal skin. Amplification of this region of distal chromosome 7 accounts for loss of eQTL for Cyclin D1 and other genes in this region.

DMBA induces a characteristic activating mutation in *Hras1 *[17], which is also located on distal chromosome 7 in the mouse. *Hras1 *also had a significant *cis*-eQTL in skin (uncorrected *P *= 8.7e-5, permutation *P *= 0.013, *q *< 0.02) that was not detected in papillomas or carcinomas. Changes in *Hras1 *mutant gene copy number and/or loss of the normal wild-type allele play a role in tumor progression, and trisomy of chromosome 7 is a common early event in both papillomas and carcinomas, leading to increased copy number of the mutant *Hras1 *allele [18,19]. We conclude that gene copy number alterations on distal chromosome 7 have disrupted the normal genetic control of expression of these target genes.

### Genomic networks are rewired during tumorigenesis

Changes in gene expression networks in tumors can result from macroscopic alterations in cellular composition during transformation, or from rewiring of signaling pathways. Coordinated alterations in gene expression from normal to tumor can be visualized as a 'progression network' by combining correlation and differential expression analysis (see Materials and methods; genes used to build this network and fold-change values are listed in Table S3 in Additional file 1). This method identifies functionally related gene sets with significantly correlated changes in expression between two states. The global network constructed in this way is shown in Figure 3 and demonstrates that pathways linked to mitosis, stress responses, and IL1-mediated signaling are seen as distinct network motifs that are up-regulated in carcinomas. Carcinomas result from clonal expansion of initiated epidermal cells, and this is reflected in the down-regulation of motifs related to epithelial barrier, striated muscle, and hair follicles.

**Figure 3:**
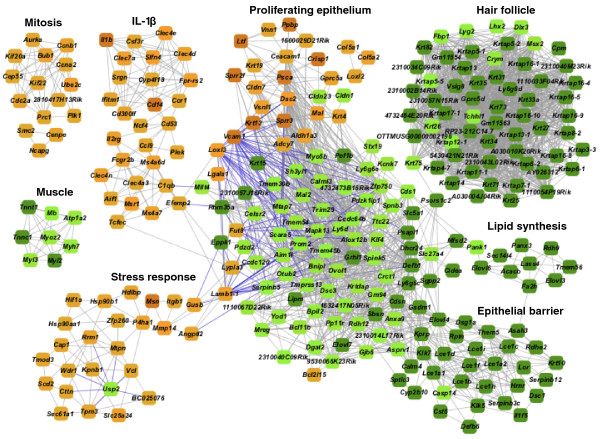
**The progression network for squamous cell carcinomas**. Gene pairs with significantly correlated expression change and change in expression level >2 standard deviations from mean between skin and carcinomas are drawn as nodes. Red nodes indicate increased expression in carcinomas and green nodes indicate decreased expression, with darker color indicating more extreme change. Grey lines connect genes with significant directly correlated change and blue lines indicate significant inverse correlation. The network demonstrates coordinated increases in gene expression motifs associated with mitosis, stress response, epidermal lineage proliferation, and IL1-mediated inflammatory responses. Concomitant decreases are seen in motifs linked to epithelial cell barrier function, hair follicles, lipid biosynthesis, and muscle cells due to major alterations in cell populations in carcinomas compared to normal skin.

We previously identified a hair follicle network in normal skin genetically linked to the G-protein coupled receptor gene *Lgr5*, known to mark hair follicle stem cells [8,20]. Papillomas do not produce hair follicles, although they continue to express hair follicle keratins (Figure 4a; Figure S2 in Additional file 1). 

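Hair keratin transcripts were present in the papillomas, at levels that differed widely from mouse to mouse. Of 19 hair keratin genes with a probeset, 18 lay above the array's median in at least 11 of the 68 arrays, 12 in at least 34 and 5 in all 68. Of 38 keratin-associated protein genes, which build the matrix of the hair shaft, the numbers were 30, 7 and 3. The inner root sheath keratin Krt25 averaged 7.58 ± 2.46 on the log2 scale (SD, n = 37 mice) and ran from 4.67 to 12.41. Krt71, another keratin of the inner root sheath, averaged 7.00 ± 1.64 (SD, n = 37 mice), ran from 5.29 to 10.61 and lay above the median in 64 arrays. The range over mice exceeded 4 log2 units for 11 hair keratin genes and 23 keratin-associated protein genes. Skin and carcinomas were not analysed here.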

Although *Lgr5 *is significantly expressed in papillomas and carcinomas, it is not under the control of a *cis*-eQTL in tumors, and also is not linked genetically to the hair follicle correlation network. 

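In papillomas Lgr5, the receptor that marks hair follicle stem cells, averaged 5.85 ± 0.64 on the log2 scale (SD, n = 37 mice, probeset 1450988_at) and lay above the array's median in 56 of the 68 arrays. Its other probeset, 1444519_at, averaged 4.11 ± 0.14 and was above the median in 0 arrays, so Lgr5 was detected by the first probeset only. The paper's supplement places SNPs within some probes of 1450988_at. It also reports the eQTL effect in every probe, and a difference between the parental strains by quantitative PCR. Msx2, a homeobox regulator of the hair follicle, averaged 6.36 ± 0.44 (SD, n = 37 mice) and lay above the median in 67 arrays by 1449559_at and in 0 by 1438351_at. Genotypes were not analysed here, so no linkage was recomputed.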

A papilloma-specific eQTL network including hair follicle keratins and keratin-associated proteins was detected with a shared locus of control on distal chromosome six (Figure 4b), a locus that was not significantly associated with these genes in normal tissue. The G-protein coupled receptor family member *Gprc5d *was the only *cis*-eQTL in the new network (raw *P *= 5.4e-4, permutation *P *= 0.02, *q *= 0.02; linkage map plotted in Figure S3 in Additional file 1). 

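Gprc5d rose and fell with the hair keratins from papilloma to papilloma. Over 37 mice its level (probeset 1420538_at, 6.00 ± 0.76 on the log2 scale, SD) was positively correlated with all 48 hair keratin and keratin-associated protein genes that passed the filter, each past an adjusted p of 0.05 (permutation test with 100000 permutations, Benjamini-Hochberg over 48 relations). By Spearman's rho 47 of the 48 passed. The median Pearson r was 0.939. The largest were Krtap13-1 with r = 0.969 (rho = 0.917), Krt72 with r = 0.967, and Krt31 with r = 0.966, and the smallest Krt84 with r = 0.345 and Krt75, a keratin of the companion layer, with r = 0.484. That of Krt71 was 0.957. The keratin genes were as tightly correlated with one another, with a median r of 0.922 over 1128 pairs of genes. Gprc5d and the mean of the 48 standardized genes had r = 0.976 and rho = 0.894 (permutation p = 1e-05 for both, the smallest that 100000 permutations can give). Within start cohorts r was 0.973 over 6 mice, 0.984 over 8 mice and 0.984 over 9 mice (exact permutation p = 0.0319, 0.000595 and 6.89e-05), and rho was 0.486, 0.762 and 0.950 (exact permutation p = 0.356, 0.0368 and 0.000353), so over the 6 mice it did not hold by rank; the other cohorts held fewer than 6 mice. Without the 2 mice farthest from the Gprc5d median 47 of the 48 genes passed. The paper states that the chromosome 6 locus acts on Gprc5d in cis and on the keratin genes in trans.

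**Figure D2:**
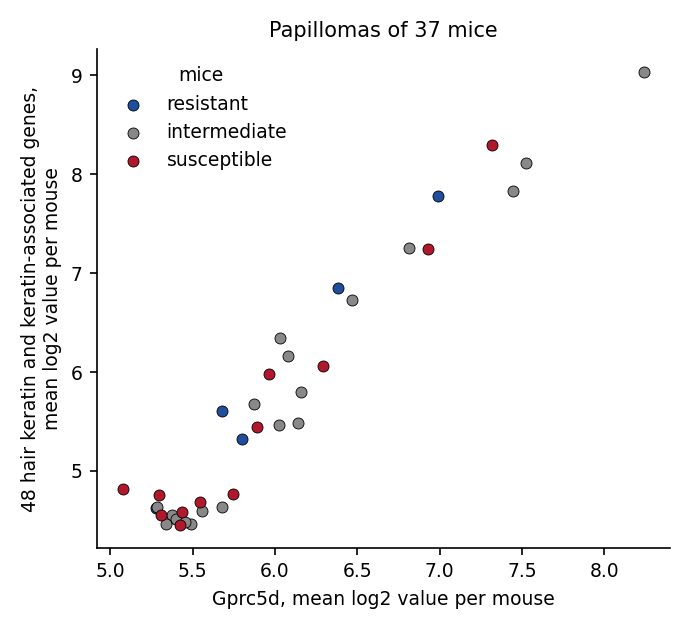
Mean log2 value of the 48 hair keratin and keratin-associated protein genes against the log2 value of Gprc5d, 1 point per mouse (37 mice), colored by class. Both rise together (r = 0.976 for the standardized mean).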

Intriguingly, overexpression of *Gprc5d *promotes hair keratin gene expression, and *Gprc5d *is expressed in *whn *(hairless) nude mice [21], compatible with a role that would only be revealed when normal hair follicle control has been disrupted. These data suggest that the hair follicle stem cell network is significantly rewired during skin tumor development, but the possible role of *Lgr5 *as a marker of tumor initiating cells remains to be determined. We conclude that gene copy number changes, somatic mutations, and alterations in tissue composition in papillomas and carcinomas account for the loss of the *Ccnd1*, *Hras1*, and *Lgr5 *eQTL and likely are responsible for the loss of many other eQTL seen in normal skin.

**Figure 4:**
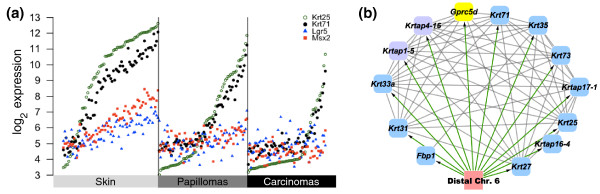
**Re-wiring of the *Lgr5 *hair follicle eQTL network**. **(a) **Gene expression levels of *Krt71*, *Krt25*, *Msx2*, and *Lgr5 *in skin, papillomas, and carcinomas, showing that while *Lgr5 *is significantly correlated with *Msx2 *and *Krt71 *in normal skin, this association is lost during tumor progression. **(b) **A new eQTL network for hair follicle keratins in papillomas where the locus affects *Gprc5d *(yellow node) in *cis *and other genes (blue nodes) in *trans*. Green lines indicate significant influence of eQTL locus on all genes in the network (≤10% FDR); grey lines indicate significant gene-gene correlation.

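In the papillomas Lgr5 varied with 2 of the 3 hair genes plotted, in relations that depended on which mice were included. Over 37 mice its level had r = 0.519 and rho = 0.384 with Krt71 (permutation p = 0.0011 and 0.0188, adjusted p = 0.00211 and 0.0282 over 3 relations) and r = 0.506 and rho = 0.444 with Krt25 (p = 0.00141 and 0.00619, adjusted p = 0.00211 and 0.0186). With Msx2 it had r = 0.283 and rho = 0.193 (p = 0.0915 and 0.253, the same after adjustment). These relations rest in part on 2 mice: without the 2 farthest from the Lgr5 median r was 0.358 with Krt71, 0.375 with Krt25 and 0.0655 with Msx2, and none passed (adjusted p = 0.0517, 0.0517 and 0.709). Without the 6 mice of doubtful sex label r was 0.449 with Krt71 and 0.452 with Krt25 (permutation test, adjusted p = 0.0173 for both), but rho, at 0.348 and 0.390, no longer passed (permutation test, adjusted p = 0.0833 for both). With sex and start cohort removed r was 0.534 with Krt71 and 0.522 with Krt25 (permutation test, adjusted p = 0.00132 for both). There rho was 0.542 and 0.578 (permutation test, adjusted p = 0.00078 and 0.0006), and Msx2 did not pass (r = 0.221, adjusted p = 0.188). With the first papilloma of each mouse Krt71 and Krt25 also passed by r and rho. Within start cohorts the r with Krt71 was 0.0587 over 6 mice, 0.860 over 8 mice and 0.780 over 9 mice (exact permutation p = 0.96, 0.00427 and 0.0147). That with Krt25 was 0.115, 0.887 and 0.690 (exact permutation p = 0.832, 0.00208 and 0.0409), and that with Msx2 -0.189, 0.863 and 0.535 (exact permutation p = 0.601, 0.00526 and 0.137). By rho the 3 values were -0.0857, 0.810 and 0.70 with Krt71 (exact permutation p = 0.919, 0.0218 and 0.0433), -0.0857, 0.905 and 0.600 with Krt25 (exact permutation p = 0.919, 0.00456 and 0.0968) and -0.371, 0.690 and 0.733 with Msx2 (exact permutation p = 0.497, 0.0694 and 0.0311).

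**Figure D3:**
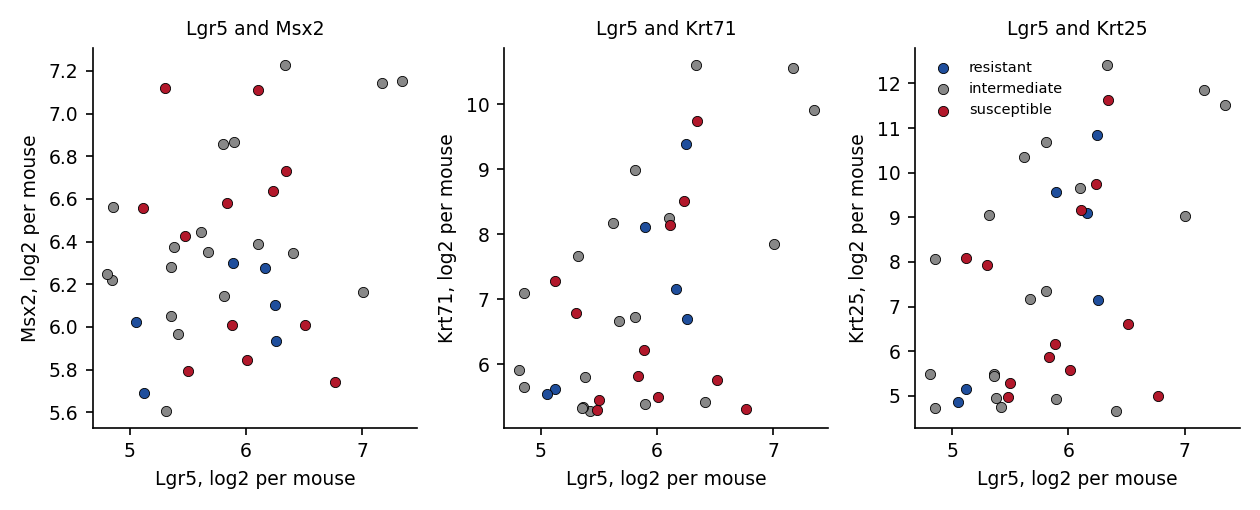
Log2 values of Msx2, Krt71 and Krt25 against that of Lgr5 in papillomas, 1 point per mouse (37 mice), colored by class. The points scatter widely, with r of 0.283, 0.519 and 0.506.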

### Tumor-specific eQTL are associated with susceptibility

Of the 912 transcripts with significant eQTL in carcinoma, 210 did not have a significant eQTL in normal skin (carcinoma eQTL are listed in Table S1 in Additional file 1). Of the 210 eQTL detected only in carcinomas, in 45 cases the transcript was expressed only in carcinomas and not in normal tissue. This may be due to activation of signaling pathways not expressed in normal skin, or by infiltration of transformed epithelium by cell populations from the microenvironment not normally resident in the skin, particularly cells of the innate and adaptive immune systems. Loci that affect the expression of transcripts in tumors but not normal skin may affect tumor susceptibility, but these eQTL would not be evident from analysis of normal tissue. To identify genes with tumor-specific eQTL that were associated with susceptibility, we identified genes that were significantly differentially expressed when contrasting papillomas from resistant and susceptible animals (FDR ≤5%). 

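Papillomas of susceptible mice held more transcript from genes of the cornified layer, the outer barrier of the epidermis. Of 31 such genes 29 were higher in susceptible mice, 21 of them past the threshold adjusted over the list alone and 1 adjusted over all probesets, with a median log2 difference of 1.46 (camera adjusted p = 2.37e-22 over 27 lists at a preset correlation between genes of 0.01, and 0.343 with an estimated one). At the preset correlation each of 99 other splits of the 18 mice also called 1 or more lists. Krt77 differed by 1.91 (SE 0.37), Hrnr (hornerin) by 1.85 (SE 0.44), the differentiation keratin Krt1 by 1.74 (SE 0.57) and the late cornified envelope gene Lce1m by 1.71 (SE 0.26). The mean over the list was 11.18 ± 0.49 in susceptible mice (SD, n = 12) and 10.04 ± 0.78 in resistant mice (SD, n = 6), and 10 of the 12 susceptible mice lay above every resistant mouse (exact permutation p = 0.00119, adjusted p = 0.032 over 27 lists). Resistant mouse 32 was lowest at 8.65, with the other 5 at 9.65 to 10.64; its 2 papillomas were the pair farthest apart (distance 136) and differed in RNA quality. Without it the difference in the list mean was 0.86 in place of 1.14 (adjusted exact permutation p = 0.0654). Leaving out any 1 mouse gave 0.86 to 1.26, with an adjusted exact permutation p of 0.00654 to 0.1, and it rose above 0.05 without resistant mouse 10, 32, 34 or 35 or susceptible mouse 1, 6, 9, 11, 12, 28 or 36. Of 16 genes of hyperplastic epidermis 13 were higher in susceptible mice and 1 passed adjusted over the list alone, Ivl (involucrin, 1.10); Il1f6 differed by 1.42 (camera adjusted p = 0.00323, and 0.837 with an estimated correlation). Of 13 genes of lipid synthesis 11 were higher and 0 passed adjusted over the list alone, with Elovl3 at 1.11 and Scd1 at 0.72 (camera adjusted p = 0.0159, and 0.837 with an estimated correlation).

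Genes of invasion ran the other way. All 19 were higher in resistant mice and 5 passed adjusted over the list alone, with a median log2 difference of -0.54 (camera adjusted p = 1.23e-08, and 0.343 with an estimated correlation). The mean over the list had an exact permutation p of 0.0123 (adjusted p = 0.141 over 27 lists). The difference rests in part on resistant mice 34 and 35, at 9.10 and 9.43, with the other resistant mice at 7.96 to 8.52. The same mice were highest in the fibroblast list (12.00 and 12.07), though its mean differed little between the classes (-0.08, exact permutation p = 0.782). Plau (urokinase) differed by -2.02 (SE 0.73) and the simple epithelial keratins Krt8 and Krt18 by -1.90 (SE 0.59) and -1.52 (SE 0.35). Hmga2 differed by -0.77. Of 13 genes of basal epidermis 12 were higher in resistant mice (Itga3 -0.61, Lamb3 -0.50, camera adjusted p = 0.00135, and 0.837 with an estimated correlation), and so were all 10 endothelial genes (Cdh5 -0.51, Flt1 -0.36, camera adjusted p = 0.0159, 0.837 with an estimated correlation and 0.308 without mice of doubtful sex label), with 0 of either list past the threshold adjusted over the list alone. The difference in the basal list mean was -0.27 (exact permutation p = 0.122, adjusted p = 0.471). That difference rests in part on susceptible mice 31 and 36, at 9.79 and 9.57, with the other susceptible mice at 10.13 to 10.98. The difference in the endothelial list mean was -0.24 (exact permutation p = 0.309, adjusted p = 0.595). It rests in part on resistant mice 34 and 35, at 8.42 and 8.24, with the other resistant mice at 6.92 to 7.70. With an estimated correlation 0 of the 27 lists passed, and by exact permutation of list means 1 did, that of the cornified layer. The classes also differed in timing: the first papilloma came at 8 to 12 weeks in susceptible mice. In resistant mice 7, 10, 34, 37 and 32 it came at 8, 12, 18, 20 and 28 weeks. Resistant mice 10, 32 and 35 had 0 papillomas at 20 weeks, so their papillomas on the arrays were not in that count. Whether papilloma age plays a part in the differences between the classes, here or below, was not tested.

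Single genes rarely passed. By limma on mouse means 9 probesets were higher in susceptible mice and 2 in resistant mice at an adjusted p under 0.05, and 1202 and 853 at an unadjusted p under 0.05. Besides Il18 the first were Lce1f (1449902_at, 1.77), Lce1m, Elmod1 (1.49), Rnf227 (1.49), the nuclear receptor Rora (1436325_at, 1.26), Cnot6l (0.58), Spryd7 (0.48) and the mitochondrial protease subunit Clpx (0.37). The others were Gzme (1450171_x_at) and the nuclear receptor Nr2f2 (1416159_at, -0.63). Next by p on each side, with adjusted p from 0.0546 to 0.1, came a further probeset of Rora, Elovl7 and Serpinb7 on the susceptible side and Phc2, 1700017B05Rik, Pitpnc1 (2 probesets), Dap, Neurl3, Cep164, Tpm1, Lims1 and Kcnq1 on the resistant side. Other probesets of the called genes were mixed: those of Rora ran from 1.19 (1420583_a_at) to -0.15 (1458145_at), that of Clpx differed by -0.17, and those of Nr2f2 ran from -0.47 (1416158_at) to 0.03 (1431237_at). The count depends on the replicate: over 22 and 11 arrays limma called 255 and 111 probesets and a SAM-type statistic at an FDR of 5% called 1191 and 259, and with mouse as a random block limma called 1 and 1. With start cohort as a block 1 and 0 were called, and leaving out 1 mouse gave 4 to 76 and 0 to 13.

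**Figure D4:**
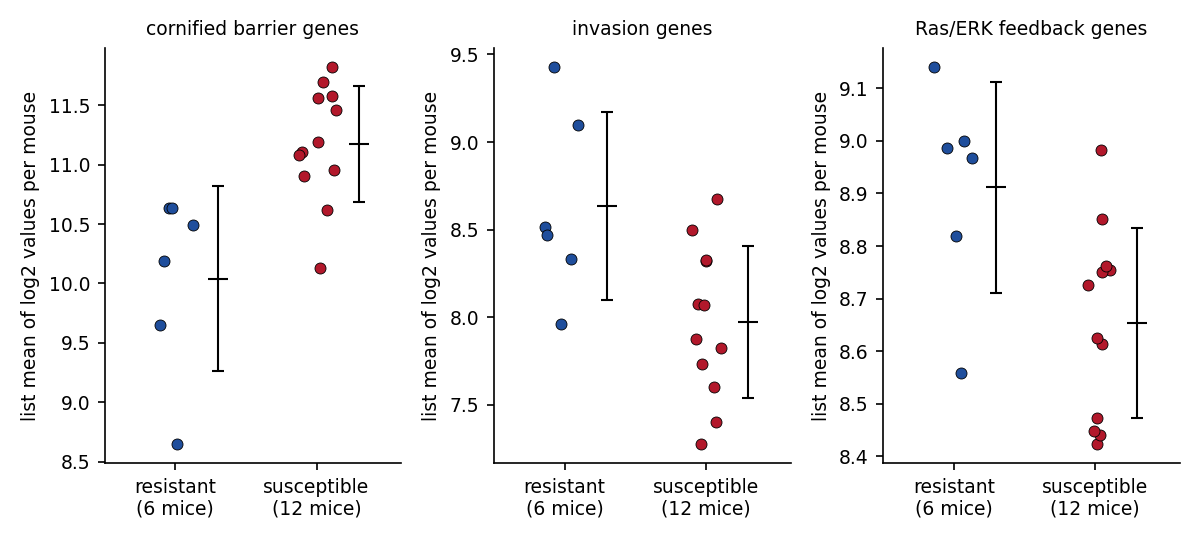
Mean log2 value over the genes of each list, 1 point per mouse, for 6 resistant and 12 susceptible mice, with mean and SD beside the points. Cornified barrier genes average 10.04 in resistant and 11.18 in susceptible mice, while invasion genes (8.63 and 7.97) and Ras/ERK feedback genes (8.91 and 8.65) are higher in resistant mice.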

Genes were considered of interest if they had expression in papillomas significantly associated with susceptibility and also had a tumor-specific eQTL.

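Each of the 30 probesets of Table 1 differed between the classes in the direction that the table gives. Gzme (2 probesets) and Il18 passed an adjusted p of 0.05 over all 45037 non-control probesets by limma on mouse means, and 25 of the 30 passed adjusted over the list alone. The paper chose the list on these samples, so these counts are not independent evidence. An exact permutation test gave 23 probesets a p under 0.05, and the SAM-type statistic over arrays gave 25 a q of at most 5%. Higher in susceptible mice were Tslp, an epithelial cytokine that acts on dendritic cells (log2 difference 1.22, SE 0.43, exact permutation p = 0.02), Map2, a microtubule-associated protein (0.80, SE 0.26, exact permutation p = 0.0117), and the ceramidase Acer2 (0.59, SE 0.15, exact permutation p = 0.00221). Higher in resistant mice were the aldo-keto reductase Akr1b10 (-1.06, SE 0.42, exact permutation p = 0.0339) and the RNA helicase Ddx6 (-0.84, SE 0.36, exact permutation p = 0.0439), and the probeset that the paper assigns to Mnda differed by -1.41 (SE 0.62, exact permutation p = 0.0584). A further 19 genes differed by 0.17 (Kctd3) to 0.55 (Rdh11): Kctd3, Ssr1, Ndst2, Ppih, Saysd1, Psme3, Tardbp, BC003266, Acbd6, Ubash3b, Dhdds, Nrd1, Nme6, Septin8, Hyls1, Pus3, Emc1, Creg1 and Rdh11. The resistant mean of Hyls1 (4.91) lay below the array medians. The symbols of Mnda, Kctd3, Ppih, BC003266 and 1 probeset of Gzme (1421227_at) come from Table 1, because the array annotation gives these probesets several genes or none.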

Twenty-nine genes met these criteria (listed in Table 1). Of these genes, the serine protease Granzyme E (*Gzme*) showed the largest induction in papillomas from resistant mice. 

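Gzme was higher in papillomas of resistant mice. Its probeset 1421227_at averaged 8.50 ± 2.23 on the log2 scale in resistant mice (SD, n = 6) and 4.25 ± 1.01 in susceptible mice (SD, n = 12). The latter lies below the array medians, where little signal stands over background, as does the susceptible mean of the second probeset, so the size of the differences is uncertain. The difference of -4.26 (SE 0.69) had an adjusted p of 0.0212 by limma, with this probeset added to those tested. Of the 6 resistant mice 5 lay above every susceptible mouse (exact permutation p = 0.000215, two-sided). The second probeset, 1450171_x_at, differed by -3.04 (SE 0.47, limma adjusted p = 0.0123), and over all 37 mice it also differed by coat color, by 1.82 in agouti minus white mice (limma adjusted p = 0.0271, with sex as covariate). This call by coat ended with start cohort (1.75, limma adjusted p = 0.0949) or class (1.27, limma adjusted p = 0.172) as a further covariate and without mice of doubtful sex label (1.62, limma adjusted p = 0.232). Both Gzmd probesets, which may share sequence with Gzme, differed by -1.08 and -1.15 (exact permutation p = 0.0007 and 0.000323) at mean levels below the array medians in both classes. Among other genes of cytotoxic lymphocytes, Gzmb differed by 0.57 and Nkg7 by 0.44 (resistant means of 4.93 and 4.89, below the array medians), Klrd1 by 0.25, the perforin gene Prf1 by -0.09 and Ccl5 by -0.08, none past the adjusted threshold, and the list of 7 tested genes, Gzme included, did not pass (camera adjusted p = 0.537). Within start cohorts Gzme differed by -3.17 (2 against 2 mice, exact permutation p = 0.333, smallest possible 0.167), -0.83 (3 against 1) and -5.99 (1 against 1); with cohort as a block the difference was -3.02 (limma adjusted p = 0.302). With coat as covariate it was -3.49 (limma adjusted p = 0.203). Over 36 alternatives the adjusted p rose to 0.446 at most, with classes at 24 weeks, when only mice 10, 32 and 35 were resistant. Without resistant mouse 34 it was -3.79 (limma adjusted p = 0.0688). Resistant mouse 35, whose sex label is doubtful, was among the highest in Gzme, at 10.62. From these higher levels, the genetic control of its expression and the known activity of granzymes, the paper concludes that Gzme is a strong candidate modifier of papilloma susceptibility.

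**Figure D5:**
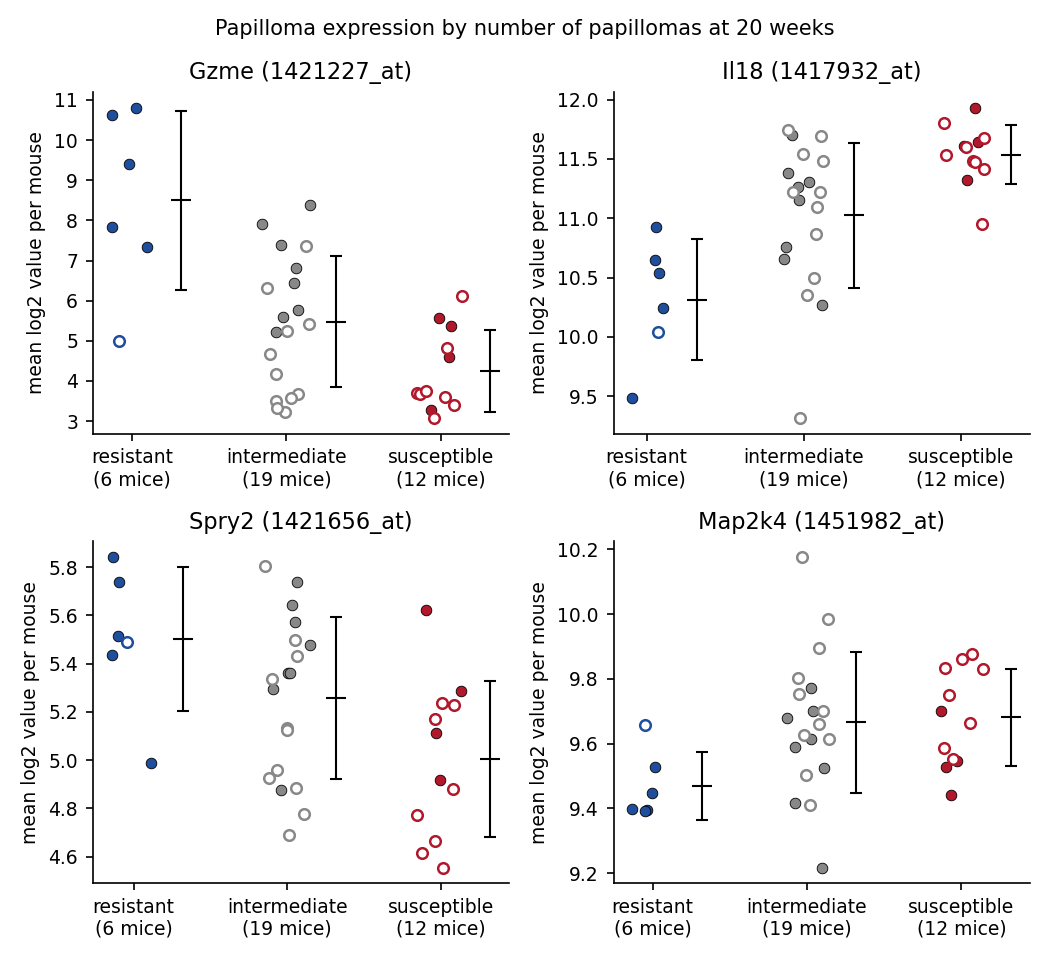
Mean log2 value per mouse of Gzme, Il18, Spry2 and Map2k4 in papillomas of 6 resistant, 19 intermediate and 12 susceptible mice; filled points are agouti mice, open points white mice, and bars show mean and SD. Gzme reaches 10.81 in resistant mice and at most 6.11 in susceptible mice.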

*Gzme *is expressed in granules released by cytotoxic T lymphocytes and together with perforin can destroy pathogen-infected or transformed cells [22,23]. *Gzme *was expressed at background levels in normal FVBBX skin, but at a range of detectable levels in papillomas and carcinomas (Figure 5a). 

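Among papillomas the level of Gzme spread widely. Over 37 mice 1421227_at ran from 3.07 to 10.81 on the log2 scale with a median of 5.25, close to the array medians, and lay above its array's median in 32 of the 68 arrays. Intermediate mice averaged 5.48 ± 1.63 (SD, n = 19). The 2 papillomas of a mouse were alike: the intraclass correlation of 1450171_x_at was 0.638 over 31 pairs (adjusted p = 0.00026, F test). Skin and carcinomas were not analysed here.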

The tumor-specific *cis*-eQTL for *Gzme *peaked at chromosome 14, 51 Mb in papillomas and carcinomas (raw *P *= 6.6e-7, permutation *P *< 0.001, *q *< 0.001; Figure 5b). Mice heterozygous at the eQTL locus (that is, with *Gzme *alleles inherited from both FVB/N and SPRET/Ei) had higher expression of *Gzme *in papillomas and carcinomas than mice homozygous for FVB/N at this allele. Although (as previously reported [8]) classical QTL analysis of papilloma counts for these FVBBX mice did not identify a locus significant after multiple test correction, the strongest linkage was to markers on chromosome 14, peaking at 62 Mb (linkage map plotted in Figure S4 in Additional file 1). The SPRET/Ei allele was protective at this locus, in agreement with the direction of the *Gzme *eQTL and susceptibility results. We conclude that *Gzme *is a strong candidate modifier of papilloma susceptibility based on genetic control of gene expression in tumor tissue, higher levels of expression in papillomas from resistant mice carrying the SPRET/Ei allele, and the documented biological activity of granzymes in killing of potential tumor cells.

**Table 1:** Genes with novel eQTL in tumors that are also associated with susceptibility

Symbol	Probe	Chr.	Mb	Fold change	SAM *q*-value	Higher in	Higher genotype	eQTL chr.	eQTL Mb
*Gzme*	1421227_at	14	56.7	*-16.67*	<0.01	Resist.	Het.	14	41
*Gzme*	1450171_x_at	14	56.7	*-7.69*	<0.01	Resist.	Het.	14	41
*Mnda*	1452349_x_at	1	175.8	*-2.94*	4.31	Resist.	Het.	1	169
*2310005E10Rik*	1453173_at	6	34.3	*-2.27*	3.02	Resist.	Het.	6	32
*Ddx6*	1439122_at	9	44.4	*-1.82*	4.31	Resist.	Hom.	9	34
*Spry2*	1421656_at	14	106.3	*-1.39*	3.02	Resist.	Het.	14	94
*Kctd3*	1436811_at	1	190.8	1.16	4.31	Susc.	Hom.	1	187
*Map2k4*	1451982_at	11	65.5	1.16	1.38	Susc.	Hom.	11	101
*Ssr1*	1441327_a_at	13	38.1	1.18	3.02	Susc.	Hom.	10	106
*Ndst2*	1417931_at	14	21.5	1.21	3.02	Susc.	Hom.	14	19
*Ppih*	1429832_at	4	119.0	1.23	2.02	Susc.	Hom.	5	44
*1810063B07Rik*	1427905_at	14	20.9	1.23	1.38	Susc.	Hom.	14	23
*Psme3*	1418078_at	11	101.2	1.25	3.02	Susc.	Hom.	4	75
*Tardbp*	1436318_at	4	148.0	1.25	2.02	Susc.	Hom.	1	187
*BC003266*	1449189_at	4	126.9	1.25	<0.01	Susc.	Hom.	4	121
*Acbd6*	1452601_a_at	1	157.4	1.26	2.02	Susc.	Het.	9	116
*2810457I06Rik*	1436805_at	9	40.8	1.26	0.93	Susc.	Het.	9	34
*Dhdds*	1450654_a_at	4	133.5	1.26	<0.01	Susc.	Hom.	4	141
*Nrd1*	1424391_at	4	108.7	1.28	0.93	Susc.	Hom.	10	118
*Nme6*	1448574_at	9	109.7	1.3	0.93	Susc.	Het.	9	102
*Sept8*	1426802_at	11	53.3	1.35	2.02	Susc.	Hom.	4	106
*Hyls1*	1431315_at	9	35.4	1.38	1.38	Susc.	Het.	9	34
*Pus3*	1418491_a_at	9	35.4	1.42	0.93	Susc.	Het.	9	34
*C230096C10Rik*	1436709_at	4	138.9	1.43	1.38	Susc.	Hom.	4	141
*Creg1*	1415947_at	1	167.7	1.46	2.02	Susc.	Hom.	1	160
*Asah3l*	1451355_at	4	86.5	1.51	0.33	Susc.	Hom.	13	1
*Rdh11*	1449209_a_at	12	80.3	1.57	3.02	Susc.	Het.	6	32
*Mtap2*	1434194_at	1	66.2	1.81	1.38	Susc.	Hom.	10	102
*Tslp*	1450004_at	18	33.0	2.34	2.02	Susc.	Het.	5	138
*Il18*	1417932_at	9	50.4	2.34	<0.01	Susc.	Het.	9	34

Genes that satisfy two conditions: rewired or novel eQTL in tumors compared to normal skin and significant differential expression in papillomas when tumors from resistant and susceptible mice are compared. 'Chr.' and 'Mb' indicate gene location; 'Fold change' indicates differential expression between resistant and susceptible; 'SAM *q*-value' indicates differential expression significance; 'Higher in' indicates whether the gene was higher in resistant (Resist.) or susceptible (Susc.) animals; 'Higher genotype' indicates whether heterozygous (Het.) or homozygous (Hom.) alleles were associated with higher expression; 'eQTL chr.' and 'eQTL Mb' indicate peak eQTL linkage.

**Figure 5:**
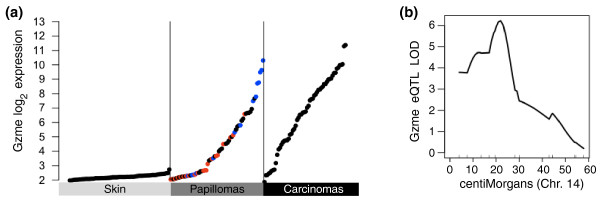
**Granzyme E alleles are associated with su sceptibility**. **(a) **Log_2 _expression of *Gzme *in skin, papillomas, and carcinomas. *Gzme *mRNA is not detected in normal skin, and its level of expression is highest in papillomas from mice that are relatively resistant to papilloma development. Papillomas from resistant animals are plotted as blue circles, susceptible animals as red circles. **(b) **Expression of *Gzme *in papillomas and carcinomas is under germline genetic control. LOD plot for *Gzme *carcinoma eQTL significance on chromosome 14.

Higher expression of several other genes was associated with resistance, including Sprouty homolog two (*Spry2*), a negative regulator of Ras/mitogen-activated protein kinase (MAPK) signaling (raw *P *= 7.6e-8, permutation *P *< 0.01, *q *= 0.03). 

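Spry2 averaged 5.50 ± 0.30 on the log2 scale in resistant mice (SD, n = 6) and 5.01 ± 0.32 in susceptible mice (SD, n = 12) by probeset 1421656_at, a difference of -0.50 (SE 0.15). The susceptible mean lies below the array medians, where little signal stands over background, so the size of this difference is uncertain. It did not pass the adjusted threshold of limma (p = 0.242) and had an exact permutation p of 0.00776, with 2 of the 6 resistant mice above every susceptible mouse. By the SAM-type statistic over arrays its q was 0.0252. A second probeset, 1436584_at, averaged 8.13 and 7.67, above the array medians, and differed by -0.46 (SE 0.16). Of 16 genes in the Ras and ERK feedback list, Spry2 included, 14 were higher in resistant mice (camera adjusted p = 0.000232, and 0.343 with an estimated correlation). Whether each listed gene restrains that signaling was not tested. The threshold adjusted over the list alone was passed by 3 of the 14. These 3 were Spry2 (1436584_at), the MAP kinase phosphatase Dusp4 (-0.90, SE 0.24) and the Sprouty-related gene Spred2 (-0.49, SE 0.15); Phlda1 differed by -0.52. The mean over the list, compared between the classes, had an exact permutation p of 0.0156 (adjusted p = 0.141 over 27 lists). Within agouti mice, 5 resistant and 4 susceptible, Spry2 differed by -0.27 (exact permutation p = 0.238), and with start cohort as a block its adjusted p was 0.519.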

*Spry2 *was also expressed at very low levels in normal skin, but was expressed at elevated levels in tumors. The DMBA/TPA model of carcinogenesis is driven by oncogenic signaling through the Ras pathway, and it is plausible that mice with higher constitutive levels of *Spry2 *expression in tumors would show greater resistance to tumorigenesis.

Some genes associated with susceptibility are expressed in normal skin but are only under germline control in tumors. 

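In papillomas Il18, which encodes an IL1 family cytokine made by keratinocytes, was higher in every susceptible mouse than in any resistant mouse. The margin was small, with the lowest susceptible mouse at 10.95 and the highest resistant mouse at 10.93 on the log2 scale. Intermediate mice ran from 9.31 (mouse 3, 7 papillomas) to 11.75 (mouse 26, 3 papillomas), and a relation with papilloma number among them was not tested. The paper chose Il18 in part for its difference between these classes, which is therefore not independent evidence. The Il18 probeset 1417932_at averaged 11.54 ± 0.25 on the log2 scale in susceptible mice (SD, n = 12) and 10.31 ± 0.51 in resistant mice (SD, n = 6). The difference of 1.22 (SE 0.17) is 2.33-fold, with a limma adjusted p of 0.0054 and an exact permutation p of 5.39e-05, the smallest that 12 mice against 6 allow. It was 1.26 within agouti mice (4 against 5, exact permutation p = 0.0159), 1.04 in mice labeled male and 1.33 in those labeled female (exact permutation p = 0.0476 for 5 against 2 and 0.00303 for 7 against 4, the smallest possible), and 1.76, 1.33 and 1.24 within the 3 start cohorts that held both classes. Xist and Y-linked genes went against the label in 1 of those females. In 1 of those males Xist was high in 1 papilloma (9.06), beside high Y-linked genes. Without these mice the differences were 0.99 in males (4 against 2, exact permutation p = 0.0667, the smallest possible) and 1.46 in females (7 against 3, exact permutation p = 0.00833, the smallest possible). With start cohort as a block it was 1.50 (limma adjusted p = 0.0729), and over arrays with mouse as a random block limma's adjusted p was 0.171. Of 22 genes of IL1 signaling and inflammation, Il18 included, 8 were higher in susceptible mice and 14 in resistant mice (camera adjusted p = 0.172), and 1, Il18, passed adjusted over the list alone. The chemokine gene Cxcl3 differed by -1.05 and the prostaglandin synthase gene Ptgs2 by -0.91, neither past that threshold.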

The IL1 family member IL18 (*Il18*) was expressed in skin and tumor samples, but only in carcinomas did *Il18 *have a strong *cis*-eQTL, with higher expression in papillomas from susceptible animals and when a SPRET/Ei allele was present (raw *P *= 2.6e-8, permutation *P *< 0.001, *q *= 0.001). 

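In papillomas Map2k4, a kinase that activates the stress kinase JNK, averaged 9.68 ± 0.15 on the log2 scale in susceptible mice (SD, n = 12) and 9.47 ± 0.11 in resistant mice (SD, n = 6) by probeset 1451982_at. The difference of 0.21 (SE 0.08) is 1.16-fold. It did not pass limma's adjusted threshold (p = 0.353) and had an exact permutation p of 0.00867, with 7 of the 12 susceptible mice above every resistant mouse. Its q by the SAM-type statistic over arrays was 0.0158. Within agouti mice the difference was 0.12 (exact permutation p = 0.0556), and with start cohort as a block the adjusted p was 0.762. Of 12 genes of stress kinase signaling 6 were higher in susceptible and 6 in resistant mice (camera adjusted p = 0.997).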

Higher levels of the kinase *Map2k4 *(also called *Mek4 *or *Mkk4*) are also associated with increased susceptibility, and this gene is under germline control only in tumors (raw *P *= 3.5e-5, permutation *P *= 0.005, *q *= 0.014). A recent report has shown that FVB mice with a skin-specific knockout of *Map2k4 *are resistant to the DMBA/TPA tumorigenesis protocol, consistent with our eQTL analysis [24].

### Perturbation from normal expression is controlled primarily in *trans*

The tumor eQTL analysis described above was based on steady state levels of all transcripts detected in tumors. The availability of matched normal skin and tumor tissue enabled us to ask whether the degree of perturbation of transcript levels in the tumors, as opposed to their steady state levels, is under germline control. We performed an eQTL analysis on the gene expression changes when comparing the same probe in matched normal skin and carcinomas. Including only probes that were expressed above background in both skin and carcinomas and that did not have a significant eQTL in tail or carcinoma analysis based on steady-state levels, we identified 55 significant eQTL. In contrast to carcinoma eQTL, which acted almost exclusively in *cis*, 80% of these novel 'perturbation eQTL' acted in *trans *(44 of 55; listed in Table S4 in Additional file 1). A recent report investigating gene expression changes in human cell lines in response to ionizing radiation demonstrated that loci associated with response overwhelmingly acted in *trans *[25]. It is possible, therefore, that major perturbations of gene expression as a result of DNA damage or tumor development are controlled indirectly through the influence of *trans*-acting regulatory factors (for example, transcription factors) rather than through widespread influence on transcription levels of individual genes.

### Confirmation of tumor eQTL

Of the 912 transcripts with significant eQTL in the discovery carcinoma eQTL data set, 560 were significant in the confirmation cohort at a 5% FDR. The number of samples in the confirmation cohort was relatively small (*N *= 28), and it is possible that more predicted eQTL would have been confirmed with a more highly powered study. These eQTL were mostly *cis*-eQTL and included the eQTL affecting *Gzme *and *Il18 *expression (Figure S5 in Additional file 1; replication results listed in Table S1 in Additional file 1).

## Discussion

The past few years have witnessed an explosion in genome-wide association studies of cancer susceptibility in human populations. While these studies have revealed many new genetic variants that influence cancer risk, each variant is predicted to have a very small effect on susceptibility, and most heritable factors influencing risk remain to be discovered [26]. Some risk is conferred by rare variants with large effects, such as the *BRCA1*/*BRCA2 *mutations that increase breast cancer susceptibility. Rare variations cannot be detected by genome-wide association studies, which analyze only common (typically >5% minor allele frequency) alleles. Epistatic interactions between common alleles may also contribute to cancer risk. The latter model is supported by studies of mouse models of cancer susceptibility, which have demonstrated that common alleles interact in a complex fashion to influence risk [27]. However, even in mouse models that combine defined inbred strains with dramatically different tumor susceptibilities under well-controlled environmental conditions, classical mapping studies have not identified the majority of the risk factors [28].

The realization that cancer susceptibility is an emergent property of the combinatorial effects of many genes necessitated the development of more complex network-based approaches that integrate classical genetics with gene expression analysis in normal and transformed tissues. We have previously used a systems genetics approach to analyze how gene expression networks in normal whole skin vary between animals that are susceptible or resistant to skin papilloma development. This approach led to identification of pathways controlling mitosis, inflammation and tissue remodeling in normal skin that affect individual susceptibility [8]. In the present study we have focused on analysis of the rewiring of these normal gene expression networks during development of benign and malignant tumors from the same heterogeneous population of inter-specific backcross mice.

Our data illuminate the dynamic changes in cell populations, both tumor-derived and host-derived, that accompany the evolution of solid tumors. Genomic networks in squamous cell carcinomas are profoundly deregulated compared to normal epithelium and benign papillomas, reflecting major changes in gross tissue organization and signaling. Allelic variation continues to influence tumor gene expression, although this influence is reduced by the somatic alterations accompanying progression. The strongest reduction in tumors is seen in eQTL that act in *trans*, possibly due to genomic instability leading to alterations in transcription factor-mediated control of gene expression and the tissue-specific nature of *trans*-eQTL. eQTL under the control of *cis*-acting elements in general have stronger effects than *trans*-eQTL, and they may be more robust in the face of somatic genetic changes because the causal variant affects the gene directly. A recent study compared eQTL detected in hematopoietic cells at four stages of differentiation and demonstrated that many eQTL are unique to each state, and *trans*-eQTL are less likely to be conserved between differentiation states than *cis*-eQTL [29]. *Trans*-eQTL were detected in all four states.

We have also identified 'perturbation eQTL', which measure the degree to which changes in levels of gene expression between normal and transformed states are under genetic control. These eQTL reflect genetic control of the changes that occur in response to exogenous damage. In contrast to the steady state eQTL that are mainly *cis*-acting, perturbation eQTL act primarily in *trans*, similar to a scenario recently described for human lymphoblastoid cells subjected to ionizing radiation [25]. The mechanistic basis for these observations remain to be determined by isolation and analysis of the *trans*-acting factors responsible for these effects.

Genetic and gene expression analyses of tumors reveals features that cannot be detected by analysis of normal tissues, such as the *cis*-eQTL controlling expression of *Il18*, *Gzme*, *Map2k4*, and *Spry2 *in tumors but not normal skin. *Il18 *has an important and complex role in inflammatory and immune responses; it has been reported to have both tumor-promoting and anti-tumor activities in different contexts [30]. It remains to be determined whether the gain of germline influence over *Il18 *expression reflects a change in cell populations or a modification in cell-autonomous signaling. The presence of a tumor-specific eQTL for *Il18 *may reflect differences in the relative proportions of epithelial and inflammatory cells in the tumors, or may be due to rewiring of *Il18 *signaling during progression.

Unlike *Il18*, *Gzme *expression is not detectable in normal skin, and appears in papillomas and carcinomas concomitantly with the influx of innate immune cells. Mice with higher levels of *Gzme *within their papillomas were relatively resistant to papilloma development, in agreement with a protective role for *Gzme*, and possibly other granzymes within this gene cluster, in tumor development. In contrast, mice with high levels of *Il18 *in their papillomas were most susceptible to tumor development. These data suggest that innate immune cell responses against tumors are stronger in animals that carry the SPRET/Ei allele at the *Gzme *locus, due to a polymorphism resulting in higher *Gzme *expression. This analysis also suggests opposing roles in tumor susceptibility for *Map2k4 *and *Spry2*, genes that exert opposite effects on mitogen-activated protein kinase (MAPK) signaling.

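Gzme fell as the number of papillomas rose over all 37 mice, but not among the 19 intermediate mice alone. The paper chose Gzme in part for its difference between classes cut from the same papilloma numbers. The relation over all mice is therefore not independent evidence. The mean log2 value of 1421227_at had Spearman's rho = -0.479 and Pearson's r = -0.462 with the number of papillomas at 20 weeks (permutation p = 0.00281 and 0.00445). Without the 2 mice with the most extreme papilloma numbers r was -0.413 and rho -0.388 (permutation p = 0.0135 and 0.0216). No relation was detected among the 19 intermediate mice (r = 0.0893, rho = 0.103, permutation p = 0.715 and 0.673). It lay within agouti mice (r = -0.685, rho = -0.739, n = 17, permutation p = 0.00097 and 0.00086) and was near 0 within white mice (r = -0.0924, rho = -0.0536, n = 20, permutation p = 0.698 and 0.82); the rho in agouti minus that in white mice was -0.686 (permutation p = 0.0152). White mice averaged 4.38, below the array medians, and held 1 resistant mouse, which leaves little room for a relation among them. Within start cohorts r was 0.789 over 6 mice, -0.673 over 8 mice and -0.494 over 9 mice (exact permutation p = 0.0708, 0.0255 and 0.19), and rho was 0.714, -0.687 and -0.133 (exact permutation p = 0.136, 0.0673 and 0.735), so it did not hold in each, and by rank in none.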

Tumor signaling can be rewired due to oncogenic mutations or loss of tumor suppressor genes, possibly revealing activity of a germline polymorphism that is not evident in normal tissue. The identification of susceptibility genes by a combination of genetic and gene expression analysis of tumors highlights the power of this approach to elucidate the genetic architecture of cancer susceptibility. A combination of genetic and gene expression analysis of human tumors will complement genetic association methods and may identify additional susceptibility factors that cannot be detected using classical methods.

## Materials and methods

### Mouse models, gene expression, and aCGH

FVBBX mice were generated and treated with DMBA/TPA as described in [8]. Gene expression was measured with the Affymetrix Mouse Genome 430 2.0 microarray, Affymetrix annotation release 30. Microarray probesets where all 11 probes did not hybridize to an annotated Refseq gene were eliminated from analysis. 

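The class of a mouse rests on its own tumor count, and the sizes given count papillomas. In mice they are 12 sensitive animals, with a median of 12.5 papillomas at 20 weeks, and 6 resistant animals, with a median of 0.5; intermediate mice had a median of 4. The sensitive mice were 7 females and 5 males and the resistant mice 4 females and 2 males by their labels.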

Animals sensitive to papilloma tumorigenesis were defined as >7 papillomas after 20 weeks of treatment (*N *= 22), resistant as <2 papillomas at that time point (*N *= 11). The confirmation cohort of FVBBX mice was generated and treated by the same protocol, with genotypes and gene expression measured as described above. Genomic amplification/deletion was measured with a 2,504 probe aCGH system using log_2 _± 0.3 cutoffs for amplification/deletion [31]. Percentage of the genome altered was calculated by dividing each chromosome into 1,000,000 equally spaced bins and calling each bin amplified or deleted depending on the status of the most physically proximal probe for which a measurement was available. Statistical analysis was performed with the R package [32].

### Statistical analysis of gene expression

Permutation analysis of hierarchical clustering was performed by first calculating the distance matrix for sample gene expression using all present genes, counting cases where the closest papilloma to a given sample was from the same mouse (N_observed_). We performed 10,000 permutations of the sample labels and calculated N_perm _in the same manner, reporting the number of times N_perm _≥ N_observed _divided by 10,000. Differential expression was analyzed with the Significance Analysis of Microarrays algorithm [33]. Correlation was defined as significant at the 5% alpha level using the experiment-wise genome-wide error rate permutation method as described in [34]. To calculate the tumor progression network, skin and carcinoma microarrays were normalized together and genotype-matched skin expression was subtracted from tumor expression. Mean fold-change values were approximately normally distributed. Highly significant change for progression networks was defined as >2 standard deviations from the global mean change (*N *= 926). Significant correlation in fold-change was assessed at the 5% genome-wide level using the genome-wide error rate method as described in [34]. All significantly correlated pairs of probes with highly significant fold-change in expression and membership in a network clique of size 3 or greater were plotted. Correlation networks were drawn using Cytoscape [35]. Microarray results have been deposited in the Gene Expression Omnibus under accession number [GEO:GSE21264].

### eQTL analysis

Pairs of papillomas from the same animal were combined for eQTL analysis using the mean expression for each probeset. eQTL were identified by linear regression as previously described [8]. Briefly, corrected eQTL *P*-values were calculated by storing the lowest observed *P*-value *p*_*minimal-obs *_across all 230 SNPs and generating 1,000 shuffled genotypes, calculating *p*_*minimal-perm *_for each permutation, and reporting the rank of *p*_*minimal-obs *_in the sorted set of *p*_*minimal-perm *_divided by 1,000. The distribution of corrected *P*-values was used as input to Storey's QVALUE software [36] to calculate FDR *q*-values. Candidate *cis*-eQTL were defined as loci within 30 Mb of the gene they were predicted to affect (qualitatively similar results were obtained with windows of 20 and 40 Mb). Interval mapping was performed with R/QTL [37]. The 912 carcinoma eQTL from the discovery cohort were tested in the confirmation dataset by linear regression of the loci and gene expression values. The distribution of 912 confirmation *P*-values was used with QVALUE to calculate *q*-values for confirmation results.

## Abbreviations

aCGH: array comparative genomic hybridization; DMBA: dimethyl benzanthracene; eQTL: expression quantitative trait locus/loci; FDR: false discovery rate; FVBBX: [SPRET/Ei X FVB/N] X FVB/N; IL: interleukin; TPA: tetradecanoyl-phorbol acetate.

## Authors' contributions

The study was conceived and supervised by AB. Bioinformatics analysis was performed by DAQ. RNA and DNA extraction was performed by IK, KKL, and MDT. JPL contributed mice and tumor samples and KKL performed array analysis for the confirmation study. Taqman assays were performed by JS. Array CGH data were provided by DGA. The paper was written by DAQ and AB.

## Supplementary Material

Additional file 1 **Additional figures and tables**. A schematic overview of the experiment, additional detailed figures supporting the eQTL analysis, a table listing eQTL detected in carcinomas, a table detailing *cis*- and *trans*-eQTL counts, a table listing genes altered more than two standard deviations from the mean in carcinomas compared to matched normal skin, and a table listing perturbation eQTL identified. Click here for file

# Supplementary material for: Network analysis of skin tumor progression identifies a rewired genetic architecture affecting inflammation and tumor susceptibility
**Source:** Genome Biol. 2011 Jan 18;12(1):R5. doi: 10.1186/gb-2011-12-1-r5
**Supplement:** Additional file 1 — Additional figures and tables. A schematic overview of the experiment, additional detailed figures supporting the eQTL analysis, a table listing eQTL detected in carcinomas, a table detailing cis- and trans-eQTL counts, a table listing genes altered more than two standard deviations from the mean in carcinomas compared to matched normal skin, and a table listing perturbation eQTL identified.

**Network Analysis of Benign and Malignant Skin Tumors Identifies a Rewired Genetic Architecture Affecting Host-Tumor Interactions**

David A. Quigley1, Minh D. To1,2, Il-Jin Kim1, Kevin K. Lin1, Donna G. Albertson1,3, Jonas Sjolund1, Jesús Pérez-Losada4 & Allan Balmain1*

1*Hellen Diller Family Comprehensive Cancer Center, University of California San Francisco, 1450 Third St. San Francisco CA 94158, USA* 2*Thoracic Oncology Program, Department of Surgery, University of California San Francisco, 1600 Divisadero St., San Francisco, CA 94143, USA* 3*Department of Laboratory Medicine, University of California San Francisco, 1521 Parnassus Ave. Room C255 Box 0451, San Francisco, CA 94143, USA* 4*Instituto de Biología Molecular y Celular del Cáncer, CSIC/Universidad de Salamanca, Campus M. Unamuno s/n, 37007-Salamanca, Spain*

**SUPPLEMENTARY FIGURES**

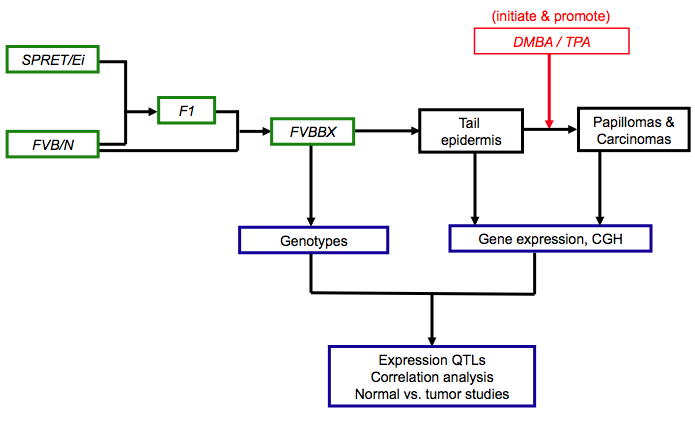

**Figure S1: Overview of experimental design**

FVBBX mice are generated through a back-cross of SPRET/Ei and FVB/N strains. Back skin is treated with the standard DMBA / TPA protocol as described in [38]. Total mRNA from untreated tail epidermis, papillomas, and carcinomas was used for microarray analysis. Analysis of genomic and eQTL networks in tail mRNA was previously published in [38]. DNA from tails was used for genotyping, and DNA extracted from carcinomas was used with tail DNA for CGH analysis.

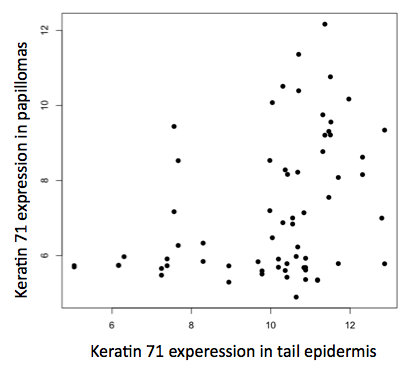

**Figure S2: Keratin 71 expression in tail epidermis and matched (same animal) papillomas.** Raw log2 expression values for *Krt71* from same-animal matched tail and papillomas. Note that expresion in papillomas is not significantly correlated with expression in tails. Although some tail samples with high expression still maintain high expression in papillomas (points plotted in the upper right quadrant), almost all papillomas show weaker *Krt71* expression than tails (points plotted along bottom). Very similar results hold for other hair follicle keratins (data not shown).

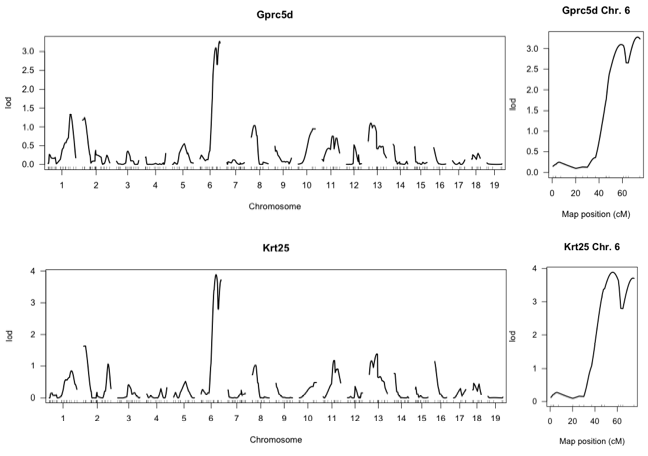

**Figure S3: Interval mapping for Gprc5d and Krt25 eQTL.** Numerous keratins that make up the structure of the hair follicle have strong eQTL on distal chromosome six in papillomas. The reason for the "double peak" of the LOD peak is not clear; it may suggest a complex locus where more than one nearby allele is affecting gene expression, or it may a result of the relatively low number of genotypes (N=37) used to generate these eQTL results.

A B

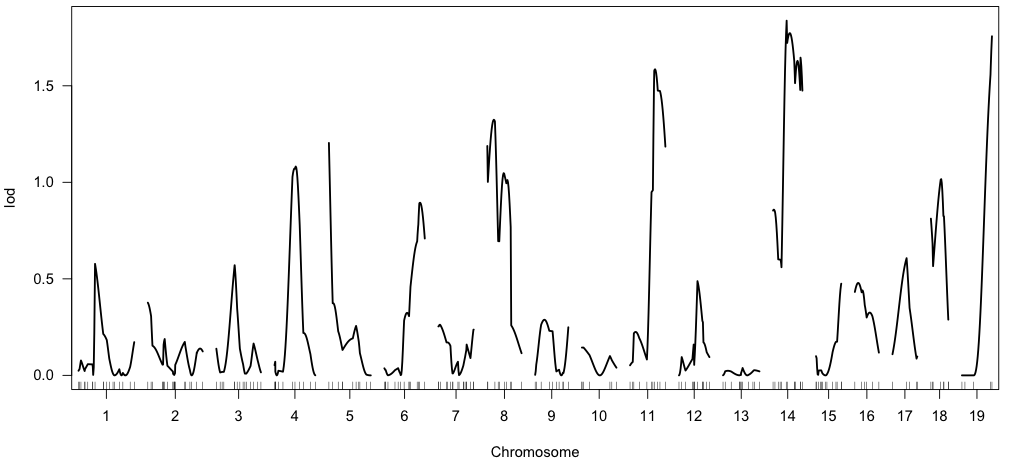

**Figure S4: QTL analysis of papilloma number after 20 weeks of treatment in 71 FVBBX animals.** Although no locus is significant at a 5% GWER level (required LOD: 2.56) the highest LOD peak is on chromosome 14 at 62 Mb (A). Mice with a SPRET/Ei allele have lower numbers of papillomas (B). *Gzme* is located on chromosome 14 at 56 Mb.

| **A** | **B** |
| --- | --- |

**Figure S5: Confirmation of *Gzme* and *Il18* eQTLs**

Figures show measured expression values for (a) *Gzme* (uncorrected P-value = 4.6e-4) and (b) *Il18* (uncorrected P-value = 4.9e-4) in a replication set of 28 carcinomas (see supplementary Methods), divided by genotype at the locus *cis* to each gene. The most significant each eQTL was found at the same loci as those identified in the discovery set of 60 carcinomas. As in the discovery set, mice heterozygous at the gene loci have higher expression of *Gzme* and *Il18,* respectively.

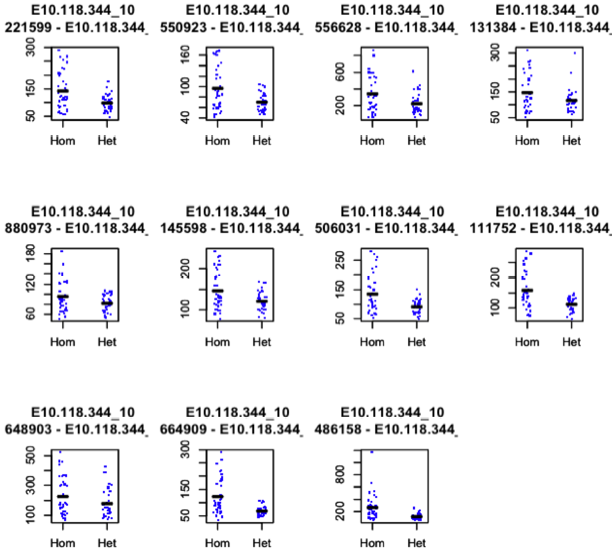

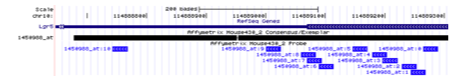

**Figure S6: Analysis of SNP effects on probe hybridization.**

A) Raw probe expression values for 11 probes in *Lgr5* probeset 1450988_at. SNPs are present in probe nine at 114,889,007 and 114,889,025 and in probe 10 at 114,888,763 nucleotides (mm9 assembly). These are the lower middle and lower right raw plots, respectively. B) Location of *Lgr5* probesets for M430v2 microarray, illustrated with the UCSC Genome browser (genome.ucsc.edu). This figure is referenced by the text associated with **Supplementary Table 2.**

**SUPPLEMENTARY TABLES**

**Table S1**

Probes with eQTL significant at ≤ 10% FDR in carcinomas.

"**SNP**": indicates the single most significant locus for the probe.

"**raw**": Observed *P* value for carcinoma eQTL in discovery cohort

"**perm**": permutation *P* values after 1000 permutations.

"**FF**", "**FS**": Mean expression values for mice homozygous FVB/N and heterozygous FVB/N and Spret/Ei

"**Cons**": Probes with a significant eQTL conserved from normal skin .

"**Conf Q**": Q value of this exact SNP-probe pair in the confirmation cohort.

**Table S2**

**Counts of candidate eQTL identified at a maximum 10% False Discovery Rate in Skin, Papillomas, and Carcinomas.**

Columns identify counts of *cis*- or *trans*-eQTL where mean values are higher in FVB/N homozygous alleles (FF) or FVB/N Spret/Ei heterozygotes (FS). Tail data taken from [38]. Papilloma data contains 37 unique genotypes; tail and carcinoma contain 71 and 55 respectively. Three refseq-annotated probes with significant papilloma eQTL do not have alignments on the mouse reference genome and therefore could not be assigned *cis* or *trans* status: *Noc2l1* (1425288_at) , *Eraf* (1449077_at), *Samd11* (1424323_at). Note that *cis* control was defined as locus less than 30 Mb. away from gene; as stated in Methods, changing this window to 20 or 40 Mb. did not affect the conclusions.

|  | **TOTAL** | **CIS (same Chromosome)** | | **TRANS** | |
| --- | --- | --- | --- | --- | --- |
|  |  | Higher FF (%) | Higher FS (%) | Higher FF (%) | Higher FS (%) |
| *Tail* | 7414 | 2622 (78) | 733 (22) | 1592 (39) | 2467 (61) |
| *Papilloma* | 3408 | 1658 (77) | 488 (23) | 642 (51) | 620 (49) |
| *Carcinoma* | 912 | 576 (79) | 155 (21) | 111 (61) | 70 (39) |

A locus with no true effect on gene expression could appear to be a *cis*-acting eQTL if polymorphisms in one parental strain selectively interfere with probe hybridization. This phenomenon will not affect gene co-expression measurements, but can in principle lead to false positive *cis*-eQTL results. A bias in favor of lower SPRET/Ei expression for *cis*-eQTL suggested that some of these candidate *cis*-eQTL may be affected by probe hybridization bias.

Removal of probesets with known or predicted sequence variation in probes has been proposed to address this issue [39]. We investigated this issue for *Lgr5*, as we previously reported it has a *cis*-acting eQTL in skin [38]. We aligned the relevant microarray probes against the SPRET/Ei genome and noted that although there are SPRET/Ei SNPs in two of eleven probe binding regions, the eQTL effect is seen in all probes. Importantly, probes containing SNPs do not overlap with the other probes in the probeset, and quantitative PCR analysis confirmed differential expression of these genes in parental strains (Figure S6 in Additional File 1and [38]). We also identified genes with higher expression in heterozygous alleles despite SPRET/Ei-specific SNPs in probe-binding regions (data not shown). We therefore advocate careful validation of putatively significant *cis*-eQTL after biologically interesting candidates have been identified rather than preemptive removal based on predicted SNP effects.

**Table S3**

Genes altered in carcinomas more than 2 standard deviations more than the mean fold-change. Values are the mean difference in log2 expression between tumor and tail skin, so a value of 2 represents four-fold change, while a value of 3 represents 8-fold change. Tumor microarrays were separately re-normalized from original CEL files with tail microarrays to allow for meaningful direct comparison of mRNA expression values.

**Table S4**

Perturbation eQTL

**"Obs. *P* value"**: Observed P value from regression

**"Perm *P* value**": P value calculated from 1000 permutations

"**Mean Fold FF**": Mean fold-change of this probe between matched skin and carcinoma samples when a mouse was homozygous at this locus

**"Mean Fold FS**": Mean fold-change of this probe between matched skin and carcinoma samples when a mouse was heterozygous at this locus

"**Mean Skin**": Mean value of this probe in all skin samples (steady-state)

"**Mean Carcinoma**": Mean value of this probe in all carcinoma samples (steady-state)

**REFERENCES**

1. Quigley D, To M, Pérez-Losada J, Pelorosso F, Mao J, Nagase H, Ginzinger D, Balmain A: **Genetic architecture of mouse skin inflammation and tumour susceptibility.** *Nature* 2009, **458:**505-508.

2. Ciobanu DC, Lu L, Mozhui K, Wang X, Jagalur M, Morris JA, Taylor WL, Dietz K, Simon P, Williams RW: **Detection, validation, and downstream analysis of allelic variation in gene expression.** *Genetics* 2010, **184:**119-128.

How the deposited data were processed for this re-analysis (not part of the article)

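The samples are 68 papillomas of 37 FVBBX mice, raised by DMBA and TPA, each on its own Affymetrix expression array. The values are log2 values per probeset that the authors made by RMA, which corrects background, normalizes across arrays by quantiles and summarizes the probes, as the submitters' processing notes state. The paper's text names no version of RMA. No probeset was missing from the 45101, and all columns of values were used. Array medians were nearly equal, with a median of 5.23. Skin, carcinomas, genotypes and copy number were not analysed here, so no eQTL was recomputed.

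Probesets were named by the gene symbols of the array annotation. Of the 45101 probesets 34945 carried 1 symbol, 932 several, 9160 none, and 64 were controls. The tests used probesets with 1 symbol above their array's own median in at least 11 of 68 arrays, 11 being the number of arrays from resistant mice. The symbols of 5 probesets of Table 1 are those the paper gives. Adjusted p-values for Gzme (1421227_at), Il18, Spry2 and Map2k4 come from the tested probesets with these 4 added where missing, and those for all of Table 1 from a fit over all 45037 non-control probesets. Chromosomes came from a RefSeq table for GRCm38.p6, with no coordinates.

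The replicate was the mouse. Log2 values of papillomas from 1 mouse were averaged, and classes followed the paper's limits of more than 7 and fewer than 2 papillomas at 20 weeks. Class, coat color (with sex as covariate) and sex were compared with limma 3.58.1 in R 4.3.3, with Benjamini-Hochberg adjustment and a threshold of 0.05. Single genes were also compared by exact permutation of the class over mice, two-sided, among 18564 possible splits. The SAM-type statistic was written for this work after the algorithm that the methods name, with 100 permutations and an FDR of 5%, and ran over arrays. Gene lists were tested with camera at an inter-gene correlation of 0.01 and with an estimated one, and each list was represented by 1 probeset per gene. Pairs of papillomas were compared by Euclidean distance over 10000 permutations of the mouse labels. The intraclass correlation was tested by F with 30 and 31 degrees of freedom and, for probesets with a carcinoma eQTL, compared with 10000 random lists in 20 bins of mean expression. Medians of lists were compared with that of all tested probesets over 2000 resamplings of the 31 mice, shares of eQTL directions by 10000 permutations of coat over mice, and counts by chromosome at an unadjusted p under 0.001 by 1000, also within start cohorts and within classes. Correlations over mice were tested by 100000 permutations, or by exact enumeration with fewer than 10 mice. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

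The genes named are those that the paper names for papillomas, Hras1 (now Hras) excepted, since a search of the annotation for both symbols and the gene number found 0 probesets, and 12 probesets in each direction between the classes, those of largest difference past the threshold first and then, as fewer than 12 passed, those of smallest p. To these come the 15 genes of highest intraclass correlation, the 10 probesets of smallest p by coat and 6 by sex, and up to 4 members of largest difference from each list. The rule, 27 gene lists and most alternatives were set before the data were examined, though Table 1 had been read. Alternatives covered the filter, the annotation, the distance, the statistic, a random block for mouse, covariates, the scaling of arrays, the time of the papilloma count and leaving out each mouse. The alternatives without the 6 mice whose Xist or Y-linked genes go against the sex label were added later. So were those with the control ratios removed, with exact permutation of list means and with the paper's formula for the permutation p. List means without each mouse, the 48 splits of class within start cohorts, the resampling of mice and the permutation of coat were also added later.

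The methods were tested on simulated data with 200 changed probesets. Over mouse means, limma recovered 35.8% of changes of 0.5 on the log2 scale, 85.1% of changes of 1 and 93.9% of changes of 2 between 12 and 6 mice, with 7 false among 150 calls. With 2 papillomas per mouse treated as samples, 58 of 226 calls were false by limma and also by the SAM-type statistic, against 10 of 168 with mouse as a random block. These counts hold for the simulated data alone. Of 99 other splits of the 18 real mice, 4 called 1 or more probesets over mice, at most 128. The number of mice limits the precision, and probesets below the array median carry little signal over background.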

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

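The test of linkage to chromosome 7, the comparison of Gzme with papilloma number by coat, the removal of the control ratios, the splits within start cohorts, the coat comparison without mice of doubtful sex label, the resampling of mice and the permutation of coat over mice were chosen after results had been seen.

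Papillomas of 1 mouse lay near each other, and 15312 probesets were more alike within mice, against at most 49 in other pairings (1 of 100 pairings as large, the real one), which excludes chance. Papillomas of different mice killed on 1 day lay at a median with 45.4% of distances below it, and those of mice sharing a cage at 38.4%, against a prediction of 25% or less if either were the cause. With the 3' against 5' ratios of control genes removed, 15 pairs were still mutually nearest, where permutations gave at most 1 in 95% of cases. Probesets with a carcinoma eQTL in the paper's Table S1 had a median intraclass correlation of 0.649, above every random list (highest 0.478). It was 0.214 above that of all tested probesets (95% interval 0.175 to 0.271 when mice are resampled). Germline differences between mice would give this. The carcinomas behind that table grew on mice of the same cohort, so the list was chosen partly for differences between these mice. The random lists were matched on mean expression and not on variance. The supplement states that variants in probes can in principle give false cis-eQTL, and they would also make papillomas of 1 mouse alike. The result therefore does not separate these from germline control of expression. The papillomas of a mouse also share its environment and its treatment as a single animal, which stays open.

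Between the classes 11 probesets passed over mice and 366 over arrays. Among 100 splits of the 18 mice the highest other than the real one gave 128 over mice. A structure of the samples other than class could give this, but that was not tested. Of these splits 3 gave 11 or more, the real one included, so chance is excluded at 0.05. Of the 48 splits that keep the number of resistant mice in each start cohort 1 did, the real one (highest other 3), which excludes chance within cohorts at 0.05, but 1 cohort held 5 susceptible and 0 resistant mice, and with cohort as a block 1 probeset passed, which was not among the 11 (0 shared), so a part of start cohort in these calls stays open. Over arrays 6 of 100 splits gave as many (highest other 1636), so chance is not excluded, and of 99 other splits 50 called 1 or more probesets over arrays and 4 over mice, which suggests that counting papillomas of 1 mouse as separate samples inflates the array count. The 7 gene lists called by camera were matched by 75 of 100 splits (highest other 19), so chance is not excluded for their number.

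By coat color, which the paper does not compare, 16 probesets differed, and 2 of 100 splits gave as many, the real one included (highest other 36), so chance is excluded at 0.05. Of these 15 lie on chromosome 7, among them Clns1a (-0.46 in agouti minus white mice), Sephs2, Nars2, Stard5 (-0.88 and -0.78), Tmem41b, Arpin, Eef2k, Psma1 and Scnn1g, a sodium channel subunit (-0.91), which is consistent with linkage to Tyr. The other is Gzme (1450171_x_at, 1.82, adjusted p = 0.0271), on chromosome 14, which did not pass with start cohort (1.75, adjusted p = 0.0949) or class (1.27, 0.172) as a further covariate, where all 14 and all 4 called probesets lay on chromosome 7, or without mice of doubtful sex label (1.62, 0.232). Of 20 tested probesets with a carcinoma eQTL at a chromosome 7 marker, 85.0% ran by coat in the direction of the genotypes in carcinomas (17 of 20, of which 4 had an unadjusted p under 0.05; one-sided permutation of coat over mice, p = 0.044), but 90.3% did at chromosome 4 (p = 0.0414) and 88.1% at chromosome 14 (p = 0.0784), so this share is not particular to chromosome 7. SPRET/Ei variants in the probes cannot be told apart from a change in expression: of 22 other probesets of these genes 21 ran the same way and 11 with an unadjusted p under 0.05.

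Among 52 named probesets in the 6 resistant mice, 2 had a mouse far from the others, which chance gives in about 1 of 20: in mouse 37 Map2 was highest at 8.70 (nearest 7.29; gap over range 0.678) and Dap lowest at 10.86 (nearest 11.20; gap over range 0.665).

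The rho of Gzme with papilloma number differed between coats, by -0.686 in agouti minus white mice (permutation p = 0.0152). White mice averaged 4.38 in Gzme, below the array medians, and held 1 resistant mouse, which leaves little room for a relation among them, so whether coat alters the relation stays open.

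By sex, which the paper does not compare in papillomas, 15 probesets differed, such as the Y-linked Eif2s3y (-4.62 in female minus male mice), Kdm5d (-3.24) and Uty (-1.42) and the X-linked Xist (3.93), and 1 of 100 splits, the real one, gave as many (highest other 5), which excludes chance.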

How the results depend on the processing

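The alternatives without mice of doubtful sex label, with the control ratios removed and with exact permutation of list means, also without each mouse, were chosen after the data were seen. Of 298 values of the 15 main results under alternatives, 224 kept their direction and side of the threshold (counts: within 1.5 times), 21 changed on leaving a mouse out, 53 under other alternatives and 0 reversed. The mutually nearest pairs stayed between 12 and 21. For 48 named probesets under 35 settings 1484 of 1680 values kept their call, 112 lost and 84 gained it, and 1679 kept their sign; for 27 gene lists under 6 settings 134 of 162 did, 14 lost and 14 gained it. Signal near background limits genes such as Gzme in susceptible mice. The causes below were not tested, except that fewer probesets were tested in the first. With classes at 24 weeks only mice 10, 32 and 35 were resistant, so that setting compares other groups, with fewer resistant mice. Days to sacrifice were not recorded for susceptible mice 12 and 33 and resistant mice 32, 34 and 37. Calls lost in these settings therefore cannot be laid to processing alone.

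Above the 75th percentile 9462 probesets were more alike within mice. Probesets higher in susceptible mice, 9 as reported, numbered 1191 by the SAM-type statistic, 255 by limma over arrays, 1 with mouse as a random block, 1 with papilloma number as a further block, 39 above the 75th percentile, 15 when all 37 mice shared the spread, 1 with coat as covariate, 1 with start cohort as a block, 0 with days to sacrifice, 26 with arrays centered, 1 against log2 of papilloma number, 0 with classes at 24 weeks and 23 without mice of doubtful sex label. Those higher in resistant mice, 2 as reported, numbered 259, 111, 1 and 1 under the first 4, 4 when all mice shared the spread, 0 with coat, cohort, days, log2 number or 24 weeks, and 5 without the doubtful mice. The 1 probeset called with start cohort as a block and the 1 against log2 number were not among those reported, which held 6 of the 19 called when all mice shared the spread. Leaving out 1 mouse gave 4 to 76 and 0 to 13. For those higher in susceptible mice the count moved over 1.5 times without resistant mouse 10 (17), 34 (4) or 37 (30) and without susceptible mouse 1 (5), 29 (76) or 31 (17). For those higher in resistant mice it did without resistant mouse 32 (1), 34 (0) or 37 (6) and without susceptible mouse 1 (1), 29 (13) or 30 (5).

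Gzme (-4.26 as reported) differed by -3.49 with coat (adjusted p = 0.203), -3.02 with start cohort (0.302), -3.71 with days (0.2), -0.93 per log2 of papilloma number (0.13) and -3.05 with classes at 24 weeks (0.446, the highest of its 36 alternatives, of which 30 passed). Leaving out 1 mouse gave -4.96 to -3.79, the last without resistant mouse 34, which ended the call (0.0688). Il18 (1.22) differed by 1.23 with mouse as a random block (adjusted p = 0.171), 1.23 with the further block (0.157), 1.50 with cohort (0.0729), 1.18 with days (0.143), 0.31 per log2 number (0.105) and 1.30 at 24 weeks (0.286, the highest of its 36, of which 30 passed). Spry2 and Map2k4 passed by the SAM-type statistic alone, at -0.47 (q = 0.0252, adjusted p up to 0.633 elsewhere) and 0.21 (q = 0.0158, up to 0.812). The 3 probesets of Table 1 that passed became 25 by the SAM-type statistic, 5 by limma over arrays, and 0 with mouse as a random block, the further block, coat, cohort, days, log2 number or 24 weeks; leaving out 1 mouse gave 0 to 3, with 0 without resistant mouse 34, and 1 without resistant mouse 7, 32, 35 or 37 or susceptible mouse 1, 11 or 31.

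The 7 gene lists became 0 with an estimated correlation, 11 with sex as covariate, 1 by exact permutation of list means and 11 without the doubtful mice, where the endothelial list lost its call (adjusted p = 0.308). The mean of the cornified list, 1.14 higher in susceptible mice (adjusted exact permutation p = 0.032), was 0.86 to 1.26 higher on leaving out 1 mouse (0.00654 to 0.1), and lost its call without resistant mouse 10 (0.0829), 32 (0.0654), 34 (0.0567) or 35 (0.1) or susceptible mouse 1, 6, 9, 11, 12, 28 or 36 (0.0502 to 0.0545). The 16 probesets by coat became 4 with sex and class as covariates; Gzme, 1 of the 16, lost its call there, with sex and start cohort, and without the doubtful mice (adjusted p = 0.172, 0.0949 and 0.232). The 2 relations of Lgr5 became 0 without 2 mice, and by rho 0 also without the doubtful mice. They stayed 2 by r and by rho with sex and start cohort removed. Il18 in mice labeled male differed by 0.99 without the doubtful mouse (exact permutation p = 0.0667, the smallest possible).

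The scan date and the background correction of the arrays could not be varied.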

Differences from the paper's values

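The alternatives named here were set before the data were examined, apart from the formula of the permutation p.

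For the similarity of papillomas from 1 mouse the paper gives P below 0.00001. The value here is 0.0001, the smallest that 10000 permutations can give when the real labels are counted among them, and every alternative set before the data were examined gave the same 0.0001. By the formula that the methods state, the permutations that reach the real count divided by 10000, chosen here after the values were seen, the value is 0 (0 permutations reached it), which falls within the paper's bound.

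The paper lists 30 probesets in Table 1 as different between the classes at its FDR of 5%. All 30 ran the same way here, and 3 passed an adjusted p of 0.05 by limma over mice. By the SAM-type statistic over arrays, the algorithm that the methods name, 25 passed, Spry2 and Map2k4 among them.

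The legend of Figure 4 states that the association of Lgr5 with Msx2 and Krt71 in skin is lost during tumor progression, and gives no value for papillomas alone. In papillomas the r with Krt71 was 0.519 (permutation p = 0.0011, adjusted p = 0.00211), and that with Msx2 was 0.283 (permutation p = 0.0915), which did not pass. Without the 2 mice farthest from the Lgr5 median neither passed, with r of 0.358 and 0.0655. The paper called correlations at a genome-wide error rate of 5%, whereas the adjusted p here covers 3 relations, and skin and carcinomas were not analysed here.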

Other observations

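The tests of coat as a cause of the difference in Gzme and of chromosome 14 alleles and of counts by chromosome, with coat permuted over mice, the comparison of resistant with other pairs, the check of sex labels, the counts by chromosome within cohorts and classes, exact permutation of list means and the lists without mice of doubtful sex label were chosen after results had been seen.

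Mast cell and T cell genes leaned toward susceptible mice, and whether they passed depended on the setting. Of 9 such genes 8 were higher there, with a median log2 difference of 0.44 (camera adjusted p = 0.0626), such as the IgE receptor genes Ms4a2 (1.32) and Fcer1a (1.10) and the protease Cpa3 (0.94). Of 9 T cell genes 8 were higher in susceptible mice (median 0.15, camera adjusted p = 0.0626), with Icos at 0.77. Both leanings rest in part on susceptible mouse 31. Its list mean was the highest for mast cells (9.99, next 8.88) and for T cells (7.41, next 6.87). It was also the highest for the macrophage (10.05) and B cell (9.37) lists. Its only array had log2 ratios of 3' to 5' signal among the highest, 0.51 for Gapdh and 1.28 for Actb. Whether RNA quality plays a part in these leanings was not tested. The mast cell and T cell lists passed with no filter (adjusted p = 0.0305 and 0.00592), with mouse as a random block (0.0364 for both), with sex as covariate (0.0382 for both) and without mice of doubtful sex label (0.00357 and 0.0241), but not with an estimated correlation (0.837 for both) or by exact permutation (0.585 and 0.515). Of 8 melanocyte genes 7 were higher there (median 0.46, camera adjusted p = 0.111), with Tyrp1 at 0.87 and Dct at 0.86, and all 6 adipocyte genes were (median 0.67, camera adjusted p = 0.136). Hair keratin genes (18, median -0.38) and keratin-associated protein genes (30, median -0.33) leaned toward resistant mice (camera adjusted p = 0.111 for both). By exact permutation of list means the adjusted p was 0.812 for both. The lean rests in part on resistant mouse 35, with list means of 7.98 and 7.67 against resistant means of 6.24 and 5.51. Susceptible mouse 28 was higher still (8.43 and 8.21). Without mice of doubtful sex label, mouse 35 among them, camera's direction for the keratin-associated list turned toward susceptible mice (adjusted p = 0.927). That for the hair keratin list stayed toward resistant mice (adjusted p = 0.881). None of these lists held a gene past the threshold adjusted over the list alone.

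The lists named next did not pass as reported. Of 25 mitosis genes 18 were higher in resistant mice (median -0.08, camera adjusted p = 0.213), and of 15 interferon response genes 9 were (median -0.19, camera adjusted p = 0.164). The macrophage, neutrophil, B cell, Langerhans and dendritic cell, fibroblast, striated muscle, heat shock, hair follicle regulator and Y-linked lists had camera adjusted p from 0.169 to 0.997. Other lists that passed in some setting were those of adipocytes (0.0382 with sex as covariate, 0.0138 without mice of doubtful sex label), interferon response (0.0388 with no filter), Y-linked genes (0.0487 with sex as covariate) and, without mice of doubtful sex label, Langerhans and dendritic cells (0.0429) and striated muscle (0.00639). Of these lists none passed with an estimated correlation (adjusted p = 0.837, and 0.977 for striated muscle). None passed by exact permutation of list means (adjusted p = 0.585 to 0.812). Camera's direction went against the sign of the list's median in the cytotoxic lymphocyte, B cell, heat shock and stress kinase lists. A difference of class effects between the sexes passed for 0 of 21581 probesets by limma, with 1031 at an unadjusted p under 0.05.

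Ccnd1, which the paper names for papillomas, did not pass between the classes in any of its 3 probesets, at -0.36, -0.24 and -0.55 in susceptible minus resistant mice (adjusted p = 0.456, 0.567 and 0.589).

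Resistant mice held 0 mutually nearest pairs of 5, against 16 of 26 in the other mice (Fisher's exact test, p = 0.0177; p = 0.0434 with the control ratios removed). Their median distance within pairs, 75.0, still lay below the 87.8 between different mice.

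Xist, Eif2s3y or both went against the sex label in 8 arrays of 6 mice, and 4 of these arrays held both at high levels. In the arrays that followed the label Xist was 11.16 to 13.00 in 36 female arrays and 6.03 to 7.97 in 24 male arrays. The upper male value is bounded by the limit of 8 above which Xist was taken as high. Male arrays 6.1 and 23.1, at 7.97 and 7.96, lay just below it, and 13.2, at 8.31, just above. Which arrays with both genes high count as doubtful therefore depends on that limit.

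Agouti mice had a mean of 6.24 papillomas at 20 weeks and white mice 8.10 (medians 3 and 7, permutation p = 0.465). Gzme was higher in agouti mice, at 6.96 ± 2.07 (SD, n = 17) against 4.38 ± 1.20 (SD, n = 20) in white mice (difference 2.58, permutation p = 3e-05). Within the 19 intermediate mice it was 6.69 ± 1.14 (SD, n = 8) against 4.59 ± 1.36 (SD, n = 11), a difference of 2.09 (exact permutation p = 0.00361).

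Gzme lies on chromosome 14, where the coat color locus does not. A hypothesis is that the SPRET/Ei allele on chromosome 14 is more frequent among the agouti mice of this set. Of 42 probesets with a carcinoma eQTL at a chromosome 14 marker, 88.1% ran by coat in the direction of the genotypes in carcinomas (37 of 42, of which 19 had an unadjusted p under 0.05). Linked probesets move together, and with coat permuted over mice a share as high was not rare enough to pass (one-sided p = 0.0784), so this share leaves the hypothesis open. By coat 20 of 719 tested probesets of chromosome 14 had an unadjusted p under 0.001, against 46 of 1502 on chromosome 7 and 0 to 2 on each other chromosome. With coat permuted over mice a count of 20 was reached on chromosome 14 in none of 1000 permutations (p = 0.001, the smallest they can give) and on any chromosome other than 7 with p = 0.019, but the count fell to 11 with start cohort and to 7 with class as a further covariate, and to 10 without mice of doubtful sex label. There p on chromosome 14 was 0.011, 0.016 and 0.012, and on any chromosome other than 7 it was 0.11, 0.19 and 0.12, with coat permuted within cohorts, within classes and over the 31 mice left. The count had been seen before it was tested, so chance among the chromosomes and the hypothesis both stay open, and genotypes were not analysed here. A second hypothesis is that the difference in Gzme between the classes follows from coat alone. Within agouti mice the difference was -4.50 (4 against 5 mice, exact permutation p = 0.00794, the smallest possible), no smaller than over all 18 mice, which argues against coat as the whole cause. Within white mice it was -0.97 (8 against 1 mouse). Both white means, 4.02 and 4.99, lay below the array medians, so white mice cannot decide this. With coat as covariate over the 18 mice the difference was -3.49 (SE 0.71) in place of -4.26 (SE 0.69), and the call ended (adjusted p = 0.203 in place of 0.0212) with a smaller difference and a similar SE.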
